# Filamentation Involves Two Overlapping, but Distinct, Programs of Filamentation in the Pathogenic Fungus *Candida albicans*

**DOI:** 10.1534/g3.117.300224

**Published:** 2017-09-25

**Authors:** Jahaun Azadmanesh, Austin M. Gowen, Paul E. Creger, Nichole D. Schafer, Jill R. Blankenship

**Keywords:** *Candida albicans*, filamentation, hyphal growth, *in vitro* model comparisons

## Abstract

The ability of the human pathogenic fungus *Candida albicans* to switch between yeast-like and filamentous forms of growth has long been linked to pathogenesis. Numerous environmental conditions, including growth at high temperatures, nutrient limitation, and exposure to serum, can trigger this morphological switch and are frequently used in *in vitro* models to identify genes with roles in filamentation. Previous work has suggested that differences exist between the various *in vitro* models both in the genetic requirements for filamentation and transcriptional responses to distinct filamentation-inducing media, but these differences had not been analyzed in detail. We compared 10 *in vitro* models for filamentation and found broad genetic and transcriptomic differences between model systems. The comparative analysis enabled the discovery of novel media-independent genetic requirements for filamentation as well as a core filamentation transcriptional profile. Our data also suggest that the physical environment drives distinct programs of filamentation in *C. albicans*, which has significant implications for filamentation *in vivo*.

*Candida albicans* is a major pathogen of humans, causing ∼20,000 invasive infections per year in the United Stated alone (CDC, 2013). Mortality rates for *Candida* infections can be as high as 40%, and these rates have remained static as mortality rates for less prevalent fungal infections have declined (Pfaller and Diekema 2007). *C. albicans* is also a constituent of the human microbiome and can be found in the gastrointestinal and genitourinary tracts of 30–70% of healthy adults (Kleinegger *et al.* 1996). Invasive infections generally arise from overgrowth of *C. albicans* within a susceptible patient’s own microbiome, but the conversion from commensal to pathogen is not well understood. It is clear that morphological transitions of the fungus as well as host immune factors play a part in this conversion.

One of the defining characteristics of *C. albicans* infection is its ability to transition between several morphological forms, and these forms impart distinct properties important for *in vivo* survival and pathogenesis. While *C. albicans* can exist in numerous cellular forms [reviewed in Noble *et al.* (2017)], the most relevant forms for infection appear to be elongated filamentous cells and rounded yeast-like cells. Yeast-like and filamentous cells not only vary in their physiology, but they also have distinct cell wall compositions and cell surface proteins, which have key roles in pathogenesis and immune cell recognition. Differing glucan compositions of yeast-like and filamentous cells drive diverse immune responses to each cell type (Lowman *et al.* 2014). For instance, macrophage recognition and activation of the TH17 response to invading *C. albicans* appear to depend on filament-specific glucans (Cheng *et al.* 2011; Lowman *et al.* 2014). Differing surface and secreted molecules also change how *C. albicans* interacts with its human host. The filament-specific adhesins Hwp1 and Als3 increase adhesion to host cells and induce endocytosis of *C. albicans*, while the yeast-specific protein Ywp1 appears to have an antiadhesive effect and promotes dispersal of yeast form cells (Staab *et al.* 1999; Granger *et al.* 2005; Phan *et al.* 2007). In addition, the filament-specific toxin, Candidalysin, permeabilizes epithelial cell membranes and is vital for mucosal infection (Moyes *et al.* 2016). The distinct properties of each cell type must contribute to pathogenesis, as cells that are unable to undergo the switch between yeast and filamentous growth *in vitro* are unable to establish a systemic infection (Lo *et al.* 1997). In addition, cells locked in either a yeast-like or filamentous state following infection are unable to cause significant disease in animal models (Murad *et al.* 2001). Thus, both morphologies are vital for pathogenesis in this organism.

Regulation of filamentation is a complex process that can be triggered by a variety of environmental conditions. Much of the signaling for filamentation funnels through the cAMP and Ste20 MAPK pathways downstream of a variety of environmental cues, including temperature, nitrogen starvation, serum, the quorum sensing factor farnesol, and CO_2_ (Sudbery 2011). Alkaline environments, on the other hand, appear to trigger filamentation via the Rim101 pathway (Davis *et al.* 2000; Martin *et al.* 2010). These pathways activate transcriptional activators that regulate genes involved in the initiation and maintenance of filamentation. *C. albicans* filamentation models suggest that the diverse signaling events triggering filamentation all converge on a single response to build and maintain the filamentous state.

Our understanding of the genetic requirements for filamentation is based on work using a variety of *in vitro* models that are meant to mimic the varied environmental filamentation triggers. However, variability has been noted between these model systems in both the requirements for filamentation and in the transcriptional response to filamentation. Most of the variable observations have been made in single gene assays, but some reports have shown hints of larger variation in genetic requirements for filamentation and very distinct transcriptional responses to filamentation in differing inducing conditions (Martin *et al.* 2013; O’Meara *et al.* 2015). As a field, however, we have not taken a systematic approach to compare *in vitro* filamentation conditions and have little data on how divergent *C. albicans* responses may be in these distinct environments. Thus, the goal of our study was to compare filamentation in diverse *in vitro* models to identify patterns underlying filamentation across conditions that elucidate conserved features of *C. albicans* biology.

We took a dual approach to characterize filamentation in *C. albicans*. To gain a sense of genetic requirements across varied filamentation conditions, we screened 124 mutant *C. albicans* strains for their ability to filament in 10 distinct *in vitro* conditions. To discern patterns underlying genetic responses to filamentation, we examined the transcriptional response of a wild-type strain to the same 10 *in vitro* conditions. The results of our study have led us to three main conclusions. First, there is wide variability in the genes required for filamentation in inducing conditions, and few mutant strains exhibit filamentation defects across the majority of conditions tested. Second, gene expression also varies widely across conditions, and only a small subset of genes are differentially regulated across all conditions. Finally, both the genetic screen and the transcriptional analysis suggest that filamentation in solid and liquid media represent distinct programs of filamentation, which is a fundamental shift in our understanding of the process and has implications for both pathogenesis and treatment.

## Materials and Methods

### Strains and media

Strains were grown in yeast extract-peptone-dextrose (YPD) noninducing media, prepared as previously described (Sherman 1991), 10% fetal bovine serum (FBS) media (10% FBS with 2% dextrose), 10% FBS media with YPD (10% FBS, 10 g yeast extract, 20 g peptone, 2% dextrose, and H_2_O for a final volume of 1 L), Lee’s media (Lee *et al.* 1975), RPMI media with 2.1 mM L-glutamine and buffered with 165 mM MOPs, and Spider medium (10 g D-mannitol, 10 g nutrient broth, 2 g K_2_HPO_4_, in 1 L of H_2_O). For solid media, 16 g of agar (RPI) was added per liter of media.

Wild-type strain SC5314 and marker-matched strain SN250 (Noble and Johnson 2005) were used as controls throughout. Mutant strains (Supplemental Material, Table S6) were selected from the Noble deletion collection (Noble *et al.* 2010) obtained from the Fungal Genetics Stock Center (Manhattan, KS).

### Filamentation analysis

Cells were grown overnight in 3 ml YPD media at 30° with shaking. One-milliliter aliquots of overnight cultures were centrifuged at top speed in a microcentrifuge and washed twice with an equal volume of phosphate buffered saline (PBS) at pH 7.2. Washed cells were resuspended in an equal volume of PBS. For solid filamentation phenotypic assays, 1 µl of resuspended cells were plated in a grid on noninducing (YPD) and inducing (FBS, Lee’s, RPMI, Spider) agar plates. Noninducing plates were incubated at 30° and inducing plates were incubated at 37°. All strains were tested in triplicate and the triplicates were plated on different agar plates. Colonies and colony edges were imaged 4–5 d postincubation. Colony edges were imaged on a Evos FL inverted microscope at 4× magnification. For liquid filamentation assays, 10 µl of washed cells was added to 2 ml of prewarmed media in a glass-bottom microscopy dish (MatTak). Incubated cells were grown in the microscopy dishes, with shaking, at 37° for 3 hr and imaged on a Zeiss Axiovision microscope at 20× magnification. For liquid YPD assays, 10 µl of the washed overnight cells were imaged on a glass slide. Five images were taken for all inducing conditions and 3–5 images were taken for the noninducing condition (File S1).

Phenotypes of mutant strains were compared to the control strains SC5314, a wild-type strain, and SN250, a marker-matched control strain for the deletion strain set. Strains were scored from 0 (completely abnormal) to 4 (similar to controls). Thus, in filament-inducing conditions, a score of four represented a strain with no observable filamentation defect, while in noninducing conditions, a score of four represented a strain growing in a yeast-like state (Figure 1 and Figure S1, Figure S2, Figure S3, Figure S4, Figure S5, Figure S6, Figure S7, Figure S8, Figure S9, and Figure S10). Liquid assays were scored from microscopic images of cells in culture, while solid assays were scored by observing filaments extending from the edge of the fungal colony with the exception of Spider plates (Figure S7). Spider plates were scored by the colony phenotype on the plate due to significant issues in the reliability of filaments extending from the colony in control cells. For the purposes of our analysis, we considered scores of 2.5 or below to represent a significant filamentation defect. Phenotypes were scored by three independent scorers and the final scores were averaged.

**Figure 1:**
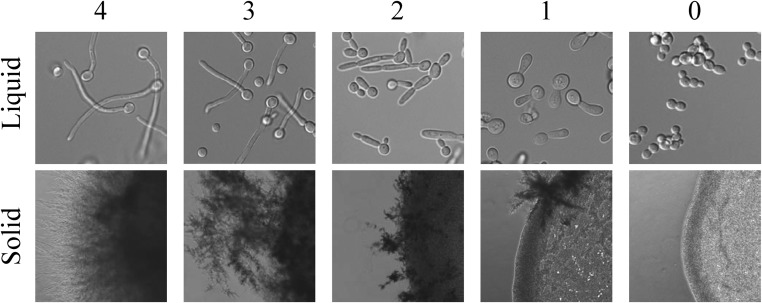
Filamentation scoring range for liquid and solid filamentation conditions. *C. albicans* wild-type and 124 mutant strains were tested for their ability to filament in liquid and solid filamentation conditions. For both assays, cells grown overnight in YPD were centrifuged and washed 2× with PBS prior to the experiment. For the liquid assays, 10 µl of washed cells were added to a prewarmed glass-bottom microscopy dish with inducing media. Cells were imaged after 3 hr of incubation at 37° with shaking. For solid assays, 1 µl of washed cells was plated onto solid media and grown at 37° for 4–5 d before imaging. The images shown are representative images from the analysis at the respective scores for inducing conditions. The scoring range for Spider solid media is shown in Figure S7.

### RNA extraction and cDNA generation

SC5314 cells were grown overnight in YPD media at 30° with shaking. Cells were washed twice and resuspended with equal volumes of PBS. For liquid conditions, 100 µl of washed cells was incubated in 50 ml of prewarmed media in a 250-ml flask and grown for 3 hr at 37° (inducing) or 30° (noninducing). Cells were harvested by filtration as previously described (Blankenship *et al.* 2010). For solid conditions, 140 µl of cells and 200 µl of H_2_O were spread on the surface of prewarmed agar plates using 3.5-mm glass beads. Plates were incubated at 37° (inducing) or 30° (noninducing) for 3 hr, and cells were harvested as described in Creger and Blankenship (2017). Harvested cells were centrifuged in a microcentrifuge and frozen at −80°.

RNA was extracted from frozen cells using an RNeasy kit with on-column DNase treatment (Qiagen). RNA quality (260/280 ratios) was measured on a Nanodrop machine.

### RNAseq analysis

RNASeq libraries were generated beginning with 1.8 ng of total RNA following standardized protocols with the TruSeq RNA v2 kit (Illumina, San Diego, CA). Libraries were diluted to a concentration of 6.0 pmol and sequenced on a HiSeq2500 (Illumina) and 100 bp single reads were generated. Total reads and percentages of mapped reads are detailed in Table S1.

### Bioinformatics analysis

All eight *Candida* chromosomes were downloaded from NCBI, and annotation was downloaded into a gff3 file and transformed into a gtf file using gffread. Fastq files were generated using the bcl2fastq software, version 1.8.4. The fastq files for each sample were analyzed using the Tuxedo pipeline in order to find differentially expressed genes. Read alignment was performed using tophat version 2.0. FPKM values were calculated with cufflinks 2.2. The cuffmerge and cuffdiff software were used to calculate fold change values between sets of samples. A P-value of 0.05 was used to differentiate between statistically significant and insignificant genes. FPKM (Fragments Per Kilobase per Million mapped reads) values of each set were normalized to FPKM values from the liquid YPD media samples.

### Clustering analyses and statistics

Filamentation and gene expression data were clustered using the Multiple Experiment Viewer (mev.tm4.org) using hierarchical clustering with a Pearson correlation metric with complete linkage clustering. Approximately unbiased (AU) P values were calculated for both the filamentation and gene expression analysis using the pvclust package (Suzuki and Shimodaira 2006) on R Studio, Inc. (2016) using complete hierarchical clustering and the correlation-based dissimilarity matrix with 10,000 bootstrap replications.

### Data availability

The raw data discussed in this paper have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number GSE99902 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99902).

## Results

### A comparative phenotypic screen for filamentation demonstrates widely divergent filamentation phenotypes

Phenotypic differences in *C. albicans* filamentation have been noted anecdotally between mutant strains tested in distinct inducing conditions, which suggests that some of the genetic requirements for the initiation and maintenance of filamentation vary between conditions. For instance, the protein kinase A ortholog Tpk1 is required for filamentation on solid media, while the other protein kinase A ortholog TPK2 is required for filamentation in liquid media (Bockmuhl *et al.* 2001). The transcription factor Efg1, whose activity is dependent on protein kinase A activation, is required for filamentation in most conditions tested, but is not required for filamentation in an oral model of infection or during filamentation in embedded conditions (Riggle *et al.* 1999). In addition, many of the strains tested in this work had differing filamentation phenotypes on solid Spider media at 30° *vs.* liquid media containing FBS at 37° (Noble *et al.* 2010). However, it is unclear if these differences are restricted to a few condition-specific genes or if larger differences exist between induction conditions.

To compare genetic requirements for filamentation, we analyzed the filamentation of 124 *C. albicans* deletion strains previously shown to have filamentation defects in solid Spider media at a low induction temperature (Noble *et al.* 2010) in 10 distinct media conditions. Filamentation was examined in solid and liquid versions of 10% FBS, Lee’s media, RPMI media, and Spider media, with noninducing media (YPD) at a noninducing temperature as a control (Figure 1 and Figure S1, Figure S2, Figure S3, Figure S4, Figure S5, Figure S6, Figure S7, Figure S8, Figure S9, and Figure S10).

While the majority of the tested strains (122 of 124 deletion strains) had a filamentation defect in a least one condition in our assay, we observed a great deal of phenotypic variability between mutant strains and also within individual strains tested in differing inducing conditions (Figure 2 and Table S2). This suggests that distinct inducing conditions have very different genetic requirements to initiate and/or maintain filamentation. Indeed, 32 mutant strains exhibited a strong filamentation defect (a score of 2.5 or less) in only one condition (Table S2). The majority of singleton phenotypic defects were observed in either solid or liquid Lee’s media, which had the highest numbers of strains with phenotypic defects overall. Generally, the filamentation results across media types suggest that genetic requirements for the initiation or maintenance of filamentation are distinct between inducing conditions.

**Figure 2:**
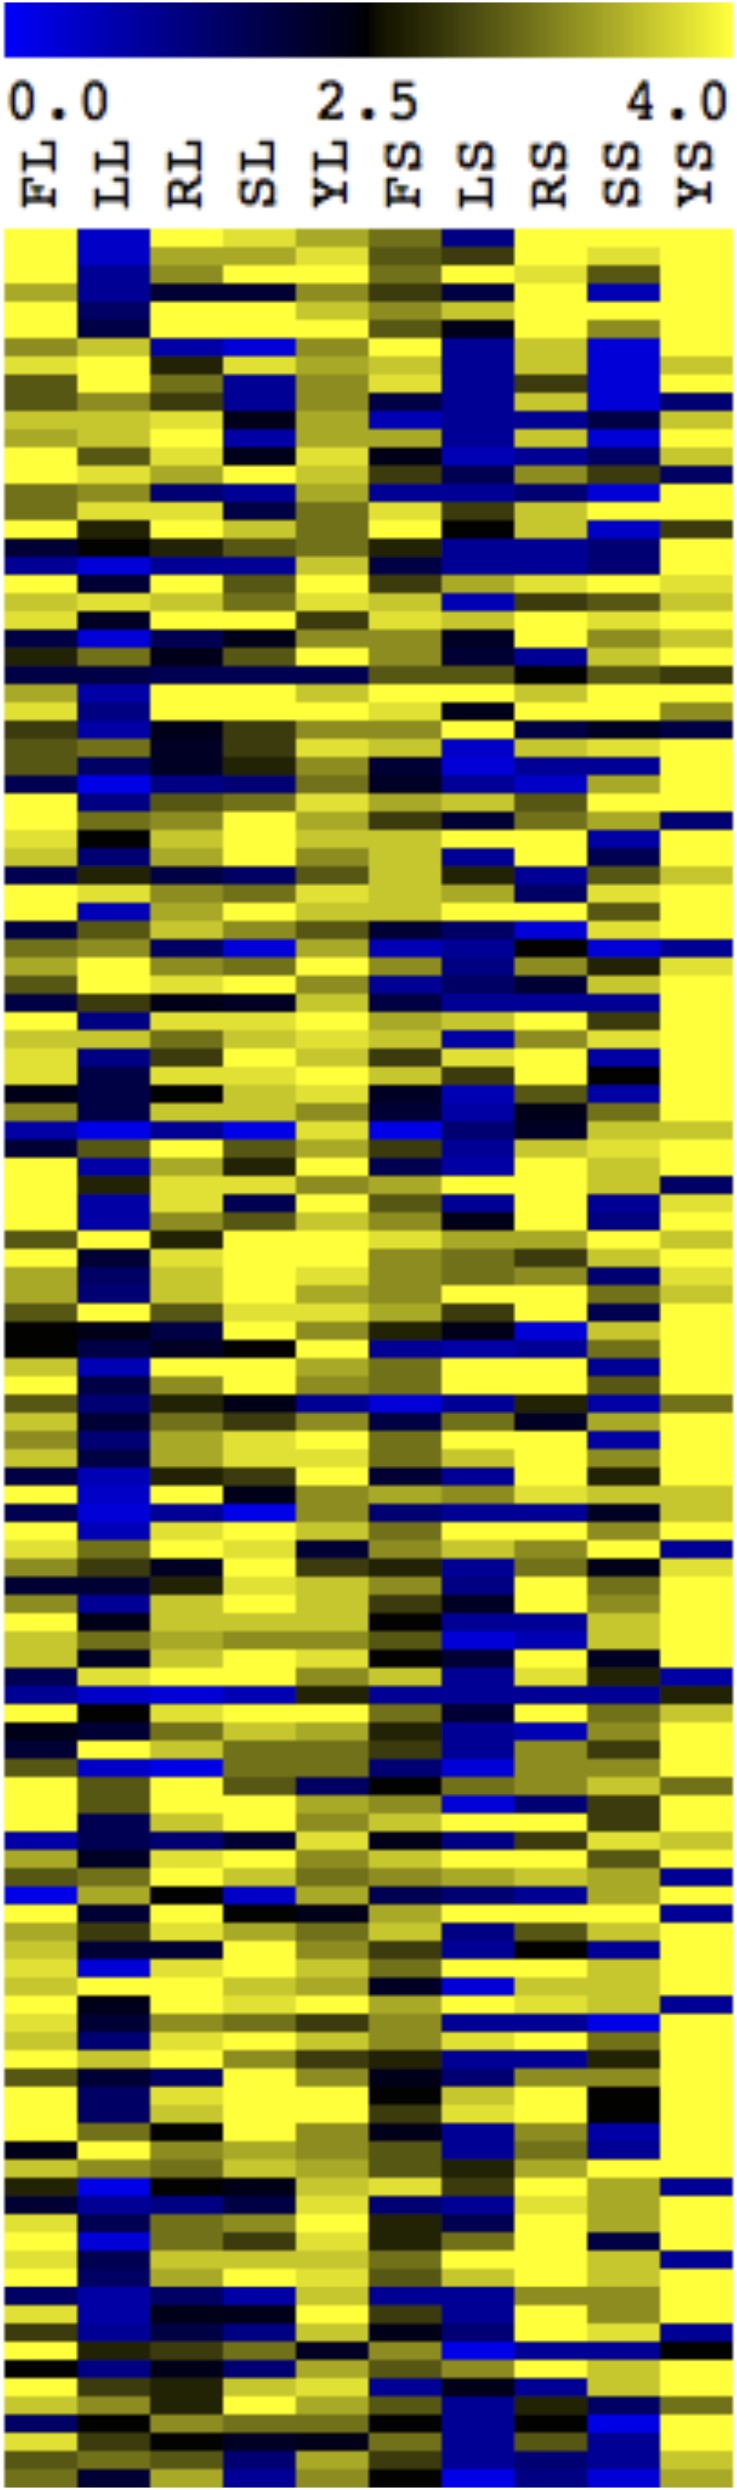
Mutant cells display variation in their ability to filament in distinct inducing conditions. Mutant strains were scored for their phenotype in filament-inducing and noninducing media. Strains were scored from 4 (bright yellow) representing the wild-type phenotype, to 0 (bright blue) representing a mutant phenotype in each respective media. Filament-inducing conditions included liquid or solid FBS (FL and FS, respectively), liquid or solid Lee’s (LL and LS, respectively), liquid or solid RPMI (RL or RS, respectively), and liquid or solid Spider (SL and SS, respectively). Scores of 4 (bright yellow) in these conditions represented wild-type filamentation and scores of 0 (bright blue) represented afilamentous cells. Noninducing conditions, YL and YS (liquid and solid YPD), were scored from 4 (bright yellow) representing a wild-type, nonfilamentous phenotype to 0 (bright blue) representing fully filamentous cells. The score heatmap has distinct conditions shown in columns and individual mutant strain scores in rows. Score details can be found in Table S2.

### Strains with broad defects may have media-independent roles in filamentation

While many strains did not exhibit consistent defects in filamentation across the panel of conditions tested, we noted that 17 strains had severe defects across most, if not all, of the inducing conditions (Table 1). Two of the strains in this group of highly defective strains, containing mutations in *rim101Δ/Δ* and *gpa2Δ/Δ*, have well-documented roles in pathways important for triggering pathogenesis. Rim101 responds to extracellular pH and triggers expression of filamentation-specific genes by activation of the transcription factor Efg1 (Davis *et al.* 2000; Li *et al.* 2004). Gpa2 is a G protein α-subunit that is part of the cAMP signaling pathway, one of the main environmental response pathways for filamentation (Maidan *et al.* 2005). The broad defect that strains bearing deletions in these genes had across distinct filamentation conditions was anticipated, and suggests that other genes with broad defects across conditions also have vital roles in filamentation.

**Table 1:** Mutant strains with broad, severe filamentation defects

		Liquid*^a^*				Solid*^a^*			
ORF*^b^*	Gene*^b^*	F	L	R	S	F	L	R	S
C1_08990C	KEX2	0.00	0.50	0.33	0.67	0.00	0.00	0.00	1.00
C3_02960C	KRE5	0.00	0.33	0.00	0.00	1.83	0.00	0.00	1.33
C4_00610W		1.67	0.33	1.00	0.17	1.33	1.00	0.00	2.17
CR_03430W		0.83	0.17	0.00	0.17	0.17	1.33	2.17	3.67
C6_02740W		3.17	3.33	1.33	0.00	0.00	0.00	1.33	0.33
C1_04630C		1.67	0.17	1.17	1.33	2.17	0.00	0.50	3.50
C3_02240C	GPA2	1.83	2.83	2.33	2.17	1.83	0.00	0.00	0.00
C1_14340C	RIM101	1.50	0.83	1.50	0.83	0.00	0.00	3.33	3.33
C2_01620W	COX4	3.17	3.33	1.50	0.33	0.67	0.00	2.50	0.33
CR_07580C	TSC11	3.00	1.50	2.17	2.67	2.00	0.33	0.00	1.00
C6_03920W	SNF4	3.17	2.00	3.50	0.00	2.50	0.17	1.17	0.33
C4_04530C	PHR1	2.50	1.83	2.17	2.50	0.00	0.83	0.00	3.17
C4_04090C		0.17	3.50	2.50	0.50	1.67	1.33	0.00	3.50
C3_03880C	PEP8	2.00	0.00	1.17	1.83	1.33	1.00	3.83	3.50
CR_02640W	RFG1	1.50	2.50	3.33	3.17	2.50	0.00	2.50	0.17
C1_07970C	IRE1	0.83	1.67	1.33	2.00	2.33	1.17	2.83	3.83
CR_07090W	STT4	2.33	1.83	2.50	3.67	2.17	0.67	3.00	0.83

a Average filamentation scores from three independent scorers in the indicated strains in liquid and solid conditions. F (FBS), L (Lee’s media), R (RPMI-MOPs media), or S (Spider media). Darkened boxes indicate filamentation scores 2.50 and below.

b ORF (open reading frame) and Gene refer to the genes mutated in the indicated strain.

The broad defects of the 15 additional strains with significant filamentation defects in at least six of eight tested conditions suggest that these genes also have vital, general roles in the initiation or maintenance of filamentation. Only three of these 15 strains, containing mutations in *kre5Δ/Δ*, *kex2Δ/Δ*, and *C4_00610WΔ/Δ*, had filamentation defects across all media (Table 1). Mutations in *cox4Δ/Δ*, *ire1Δ/Δ*, *pep8Δ/Δ*, *phr1Δ/Δ*, *rfg1Δ/Δ*, *snf4Δ/Δ*, *stt4Δ/Δ*, *tsc11Δ/Δ*, *CR_03430WΔ/Δ*, *C1_04630CΔ/Δ*, *C4_04090CΔ/Δ*, and *C6_02740WΔ/Δ* exhibited significant defects in filamentation in at least six conditions. While mutations in these genes were previously known to affect filamentation, their precise role in the process has not been described. Additional work will be needed to either tie these genes to existing filamentation pathways or identify novel pathways in which these genes participate.

### Correlation of filamentation to virulence

The ultimate goal of *in vitro* filamentation assays is to predict filamentation, and thus pathogenesis, *in vivo*. Given the varied phenotypes observed in the *in vitro* filamentation assays, we wanted to investigate whether filamentation defects in any of the *in vitro* conditions were more highly associated with virulence defects. All of the strains in the deletion set we analyzed were previously tested for competitive survival *in vivo* in pooled sets, which could identify strains with survival defects in a murine tail vein injection model of infection (Noble *et al.* 2010). A total of 42 strains in our assay demonstrated survival defects in those pooled infection assays (Table S3). We also identified deletion mutations analogous to 27 of the deletion mutations in our set that had been tested for virulence in single-strain assays using the same model of infection (Skrzypek *et al.* 2017). Thirteen of the 27 strains with single-strain virulence defects did not exhibit survival defects in pooled infection assays (Table S3). For the purpose of our analysis, we designated strains with competitive growth defects and/or single-strain virulence defects in analogous mutant strains as virulence defective strains, which accounted for 55 of the 124 strains tested.

We compared average filamentation scores of strains in each inducing condition with known virulence defects, as defined above, with average filamentation scores for strains with no known virulence defects in the same condition (neither a competitive defect or known defect in single-strain virulence assays) to determine whether filamentation in certain conditions might be predictive of virulence defects. Only two conditions, solid Lee’s and solid RPMI, showed a statistically significant reduction in filamentation scores in strains with virulence defects as defined above (Table 2). The strongest defect was in solid RMPI media, where the average score of virulence defective strains was >1 point lower than the strains with no known virulence defects. While this analysis is not completely definitive, our hypothesis is that filamentation defects in solid RPMI medium are predictive of filamentation defects *in vivo*, which is directly contributing to virulence defects in these mutant strains.

**Table 2:** Average filamentation scores and virulence

State*^a^*	Virulence*^b^*	FBS	Lee’s	RPMI	Spider	YPD
Liquid	Defect	3.06	2.66*^c^*	3.12	2.89	3.39
Liquid	WT	3.35	1.74*^c^*	2.96	3.12	3.53
Solid	Defect	2.70	1.49*^c^*	2.25*^c^*	2.62	3.50
Solid	WT	2.81	2.08*^c^*	3.31*^c^*	2.56	3.57

a State refers to liquid or solid assays.

b Virulence refers to murine tail vein injection models of systemic infection. Values in each condition in the “defect” category represent the average filamentation score of strains with a competitive growth defect in a pooled experiment, a virulence defect in a single-strain assay with an analogous mutation in a different strain background, or in both. Values in the “WT” category represent average filamentation scores of strains with no known virulence defects. Note that most mutations in the WT strain set have not been tested in single-strain virulence assays.

c P-value between strains grown in Lee’s liquid conditions is 6.3 × 10^−6^, in Lee’s solid conditions is 0.028, and between RPMI solid conditions is 6.5 × 10^−6^, as measured by a Students *t*-test.

### Mutant phenotypes are correlated by media state rather than media composition

We hypothesized that mutant strains would exhibit consistent phenotypic defects between liquid and solid versions (distinct states) of the same media but differ from media with distinct compositions (distinct compositions). However, this hypothesis was strongly refuted by our assay. Overlapping phenotypic defects between media with similar composition but in distinct states ranged between 28.5 and 35.3% for filamentous conditions (Figure 3). In noninducing conditions, where a phenotypic defect represented hyper-filamentation, only three strains had overlapping hyper-filamentous phenotypes in liquid and solid media. These data suggest that there are large differences between filamentation in liquid and solid media even when the media components are largely identical.

**Figure 3:**
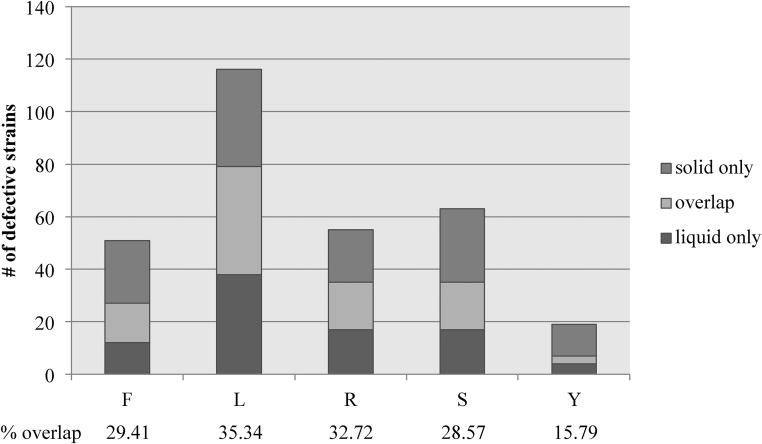
Little overlap exists between liquid and solid filamentation defects. The total number of strains exhibiting a filamentous defect in FBS (F), Lee’s (L), RPMI (R), and Spider (S) liquid and solid media is represented by the total height of the bar for each condition. The number of strains showing defects in both liquid and solid versions of the same media is represented by the light colored section of each bar. The number of strains with solid only (medium gray) and liquid only (dark gray) are also represented on each bar. The percentage of strains exhibiting a defect in both conditions compared to the total number or strains exhibiting a defect in at least one condition is shown below each bar.

The lack of phenotypic correlation between the liquid and solid versions of the same media was surprising, and led us to investigate whether any correlations might exist between different media conditions. Clustering analysis was used to compare the conditions tested in our assay. Not surprisingly, noninducing conditions clustered together based on the large number of strains without a phenotypic defect in these conditions (Figure 4). Also clustering together were several inducing conditions that varied in media composition, but that were similar in media state (Figure 4). Liquid RPMI, FBS, and Spider conditions clustered together, and solid RPMI, Lee’s, and FBS were in a distinct cluster. Liquid Lee’s media was an outlier, likely due to the significant number of strains exhibiting a defect in this condition. Solid Spider was also an outlier to these clusters, perhaps due to the distinct scoring mechanism that had to be applied to this condition. These clustering data suggest that physical cues have a stronger impact on the induction and maintenance of filamentation than distinctive nutrient cues, and that the genetic requirements for filamentation in liquid conditions may be quite unique from the requirements for filamentation in solid conditions.

**Figure 4:**
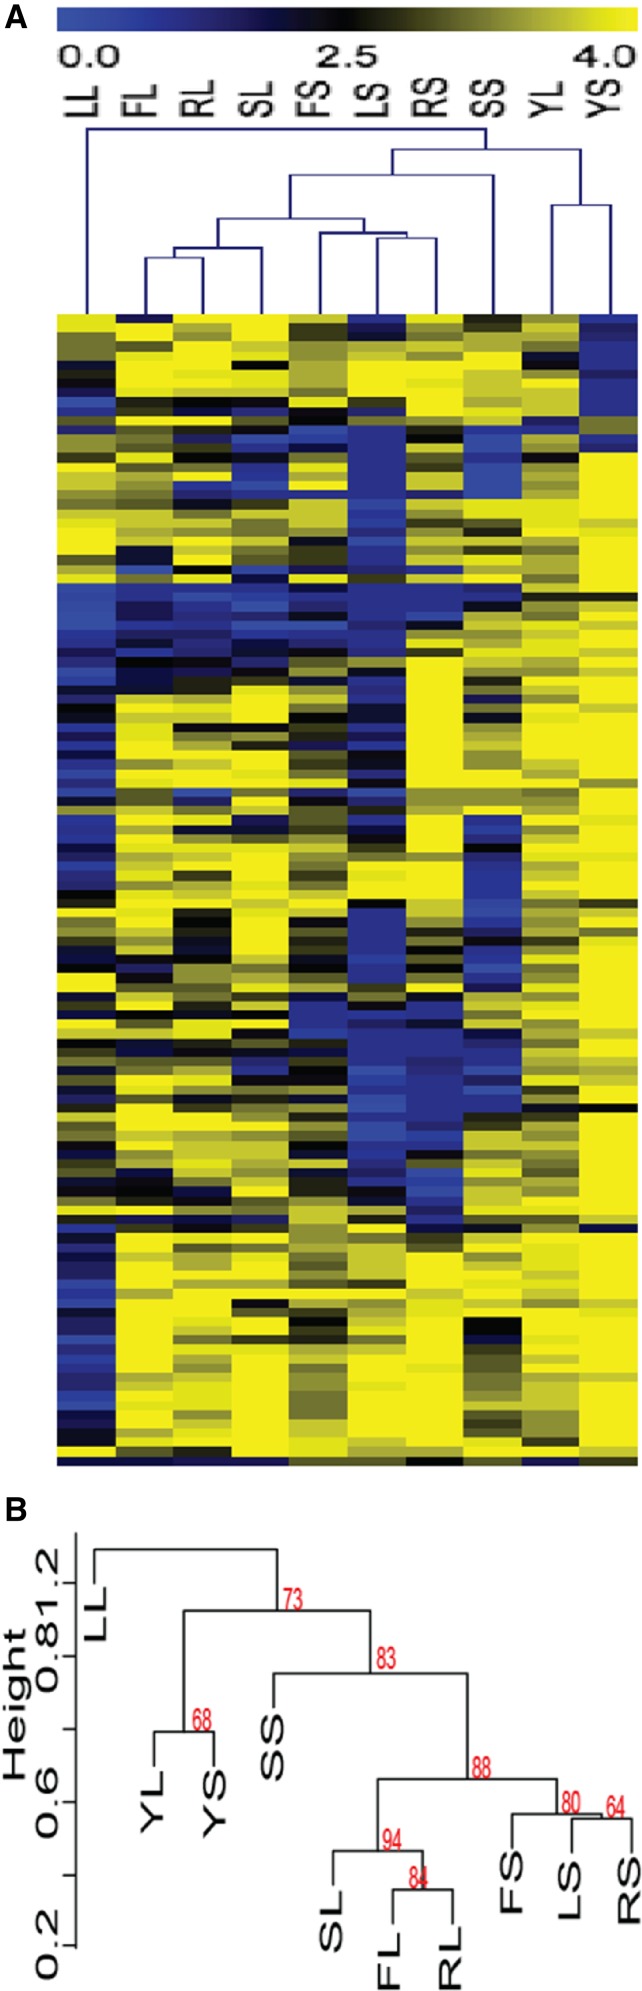
Clustering analysis of filamentation data shows a difference between filamentation in solid and liquid conditions. Hierarchical clustering analysis of the data in Figure 2 and Table S3 identified conditions with similar suites of mutant strains that exhibit filamentation defects. (A). A heat map showing relatedness of phenotypes between strains in each condition. Blue represents strains with phenotypic defects and yellow represents strains with phenotypes close to wild type in each condition. Conditions labels, across the top of the heat map, are the same as those used in Figure 2. Mutant strain phenotype of each of the 124 mutant strains tested is shown across each row. (B). The dendrogram of the hierarchical phenotypic clustering. Approximately unbiased (AU) P-values for each cluster are shown in red.

### Transcriptional clustering analysis confirms solid/liquid divide

Based on the variations we observed in our phenotypic analysis, we hypothesized that gene expression would vary greatly between conditions and that identifying factors regulated in common between conditions might allow for the elucidation of media-independent filamentation response genes. These assays would also provide novel insight into the expression profiles of *C. albicans* cells grown on agar plates, which, to our knowledge, have not been attempted previously. RNA was extracted from cells grown for 3 hr in liquid or solid filamentation media at 37° or in noninducing media at 30° and analyzed by RNAseq in triplicate for all experimental and control conditions. 

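RNA sequencing covered 30 libraries from 10 conditions with 3 libraries each. FBS, Lee's, RPMI and Spider media were each used as liquid cultures and as agar plates at 37°, and YPD, the noninducing medium, was used in both states at 30°, although the growth notes of its plates name 37°. Liquid cultures were harvested by filtration and cells on plates by a separate procedure, so the physical state and the harvest changed together. Table S1 of the paper lists 15828113 to 46372180 reads per library, with a median of 29765800. Between 89.1% and 95.9% of the reads were mapped, except in 1 FBS liquid library, where 74.0% were. The authors aligned 100 bp single reads with TopHat 2.0, calculated FPKM (fragments per kilobase, scaled to the mapped reads of a library) with Cufflinks 2.2 and deposited 1 average FPKM per gene and condition. The deposited values cover 6238 loci and hold no value per library, so no spread between replicates can be given for any gene. Each condition was scaled on its own. The fold in Table S4 was compared with the ratio to the deposited YPD liquid values over the 1999 genes of that table used here. Per inducing condition, 94.6% to 98.2% of the genes differed by 1 constant to within 0.002, and the constants ran from -0.17 to -0.06 on the log2 scale. The constants give the gap between the authors' own folds and deposited values. They do not bound the error of scale between conditions, so levels are compared across conditions with that error unknown. A gene was called upregulated or downregulated when its FPKM differed at least 2-fold from YPD liquid, was above 0 in both conditions and reached 1 in at least 1 of them. The methods also name a P-value of 0.05, which the deposited averages do not allow to be computed.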

As expected, variability was observed in genes differentially regulated in the filamentation induction conditions, although overlap between conditions was noted (Table 3 and Table S4).

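Lee's liquid medium changed the most genes, with 1087 upregulated and 660 downregulated against YPD liquid, and RPMI solid medium upregulated the fewest, 376. FBS and Spider liquid media were the closest pair: 684 of the 905 genes upregulated in either were upregulated in both, an overlap of 75.6%. Among them was *PCK1*, which encodes the gluconeogenic enzyme phosphoenolpyruvate carboxykinase and rose from 7.62 FPKM in YPD liquid to 761 in FBS liquid and 789 in Spider liquid. Lee's liquid and RPMI solid media shared the least, 24.4%, with 287 genes in both lists. Their lists of 1087 and 376 genes differ in length, which caps this measure. The percentages of all pairs therefore also depend on the list lengths. Some genes rose in 1 medium and state far above the others. The ammonium permease gene *MEP2* reached 1506 FPKM in FBS solid medium against 17.2 in YPD liquid, the thiamine synthesis gene *THI4* 284 FPKM in Lee's solid medium against 2.37, and *PRA1*, which encodes a secreted zinc-binding protein, 199 FPKM in RPMI liquid medium against 1.27. The overlap averaged 53.8% over the 6 pairs of liquid media, 44.1% over the 6 pairs of solid media and 41.8% over the 4 pairs that share a medium. Pairs of the same state exceeded the other pairs by 11.3 percentage points, the highest value among the 35 ways to part the 8 conditions 4 against 4 (exact permutation test, one-sided, p = 0.0286), and the next highest was 10.1. At 4-fold that p was 0.0857, and it was 0.0571 with 1 FPKM added, against the YPD of the same state and on the scale of Table S4, a setting chosen after the data were seen (exact permutation tests). These splits leave out the pairing by medium, so no difference between the states is called from them: with the states swapped within media, a test also added after the data were seen, the highest other value was 1.64, and 8 swaps are too few for a share under 0.05. All 8 comparisons used the same YPD liquid values. Conditions simulated with a shared control and no change beyond noise shared 25.6% of their upregulated genes, in lists of 96.3 genes on average against 376 to 1087 here. Their noise was drawn from the difference between YPD solid and YPD liquid, which may hold real change between these states, so this share may be too high. Lists drawn independently would share 3.39% to 7.96%. Part of the overlap may come from the shared control, by an amount not measured here.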

**Table 3:** Percent overlap of genes upregulated in distinct filamentation conditions

Conditions	FL	FS	LL	LS	RL	RS	SL	SS
FL	100.00							
FS	42.16	100.00						
LL	56.27	40.05	100.00					
LS	37.83	50.47	32.99	100.00				
RL	44.19	35.12	41.40	36.21	100.00			
RS	32.56	41.23	26.56	54.12	41.06	100.00		
SL	75.95	44.96	58.11	40.86	42.93	34.98	100.00	
SS	47.02	40.50	36.94	42.53	31.34	34.81	54.77	100.00

Percentage reflects the number of upregulated genes that overlapped between the respective conditions divided by the total number of genes upregulated in both conditions. The conditions are labeled following the convention used in the paper. Shading of cells represents a grayscale heatmap, from low overlap (white) to high overlap (dark gray).

Clustering analysis was used to identify filamentation conditions with similar expression profiles. Cells grown in solid RPMI, Lee’s, Spider, or FBS media formed one cluster, whereas cells grown in liquid RPMI, Lee’s, Spider, or FBS formed a second cluster, and cells grown in solid YPD media formed an outgroup (Figure 5). 

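*C. albicans* cells in FBS and Spider liquid media had the most similar profiles, with r = 0.958 across 5910 genes for the log2 fold against YPD liquid, and Lee's liquid medium joined them next. Lee's and RPMI solid media were the closest pair on plates, with r = 0.789, and FBS solid medium joined them. Spider solid medium was the least settled member of the solid branch: its r was 0.641 with Lee's solid medium and 0.806 with Spider liquid medium. With complete linkage YPD solid medium stood outside all 8 inducing conditions, but with Spearman's rho it joined the 4 solid inducing media in 99.6% of the resamples, and with gene-centred levels Spider solid medium joined the YPD conditions in 83.3%. The hyphal cell wall gene *HWP1* was 31.5-fold to 1812-fold above YPD liquid in the inducing conditions and 0.603-fold in YPD solid medium. With complete linkage on 1 minus Pearson's r, as in the study, the 4 liquid and the 4 solid inducing conditions each formed a cluster, and both were found in 95.9% of 1000 bootstrap resamples of the genes. Genes are not independent replicates, so this percentage describes the tree and is not the AU P-value of the study. With average linkage both clusters were found in 0.4% of the resamples, where Spider solid medium joined the liquid media, and in 0.6% when each state was set against the YPD of its own state. The correlations share the YPD liquid control. Conditions simulated without change, with noise drawn from the YPD difference, gave a covariance of 0.121, against a mean of 0.617 between the inducing conditions. Their r of 0.498 follows from the simulation, which gives the control and each condition equal noise. The observed r of 0.474 to 0.958 is therefore not judged against it.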

While the P-values in the clustering data in the phenotypic assay were moderately supportive of a divide between liquid and solid filamentation programs, the P-values expression data were highly supportive of this divide (Figure 4B and Figure 5B). 

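Genes of ribosome biogenesis separated the states most evenly: all 34 measured members were higher on solid than in liquid inducing media, with a median log2 difference of 1.06. Against YPD liquid their median was -1.34 to -0.42 in liquid and 0.26 to 0.46 on solid inducing media. It was 0.22 in YPD solid medium, so the liquid media lay farther from YPD liquid than most solid ones. *NOP1*, which encodes the nucleolar methyltransferase fibrillarin, lay between 351 and 654 FPKM in the 4 liquid media and between 866 and 909 FPKM on the 4 solid media. The hypha-associated protease gene *SAP5* went the other way, with 37.1 to 552 FPKM in liquid and 4.46 to 64.6 FPKM on solid media, a log2 difference of -4.00; it has close relatives such as *SAP4* and *SAP6*, and how reads shared between copies were counted is not given in the sources used here. Of 10 other hypha-associated genes 6 were lower on solid media and none was higher. The count of lower genes was 9 when adjusted over the list alone, 2 without the medium block and 3 with no minimum FPKM. Of 11 heat shock genes 5 were lower and none higher (7 and 1 when adjusted over the list alone), among them *HSP70*, which encodes a chaperone, with a log2 difference of -2.11. Of 15 genes of oxidative stress defence 6 were lower and none higher, also when adjusted over the list alone, *SOD5* for a cell surface superoxide dismutase among them. The member of this list that rose most in FBS liquid medium is also in the hypha-associated list, so these lists are not fully separate. The oxidative stress genes were also lower in YPD solid than in YPD liquid, by a median of -0.42 on the log2 scale, and with that difference subtracted their median between the states went from -0.65 to -0.37, with 3 lower by limma, while that of the heat shock genes went from -0.54 to -0.34, with 4 lower. Of 26 genes of amino acid synthesis 7 were higher on solid media and none was lower (9 higher when adjusted over the list alone), with *MET3* of sulfate assimilation at a log2 difference of 1.84. The median log2 difference of the 26 was 0.58 and fell to 0.34 without FBS. The paper describes the components of liquid and solid media as largely identical. Which of its FBS recipes was used for plates is not given in the sources used here and may differ from the liquid one. The test was limma on log2(FPKM + 1) with the medium as a block and the 4 media as replicates, at an adjusted p under 0.05 over the 5948 genes with at least 1 FPKM in 1 of the 8 conditions. It called 820 genes higher on solid and 1015 higher in liquid media, 167 and 155 of them by at least 2-fold. The balance depends on the scaling, with 1036 and 861 genes after quantile normalization and 885 and 870 with median-centred conditions. In camera, with its preset correlation, the adjusted p was 8.0e-16 for ribosome biogenesis, 2.9e-05 for amino acid synthesis, 0.0182 for the hypha-associated genes, 0.0377 for heat shock and 0.0373 for oxidative stress, and each of these 5 calls was lost with an estimated correlation (adjusted p = 0.783). The conditions were scaled separately, and without FBS or without RPMI limma called no gene in either direction, with 2573 and 1979 genes at an unadjusted p under 0.05. From the P-values of its phenotypic and expression clusters in Figure 4B and Figure 5B, the paper reasons that the data favor a divide between liquid and solid filamentation programs.

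**Figure D1:**
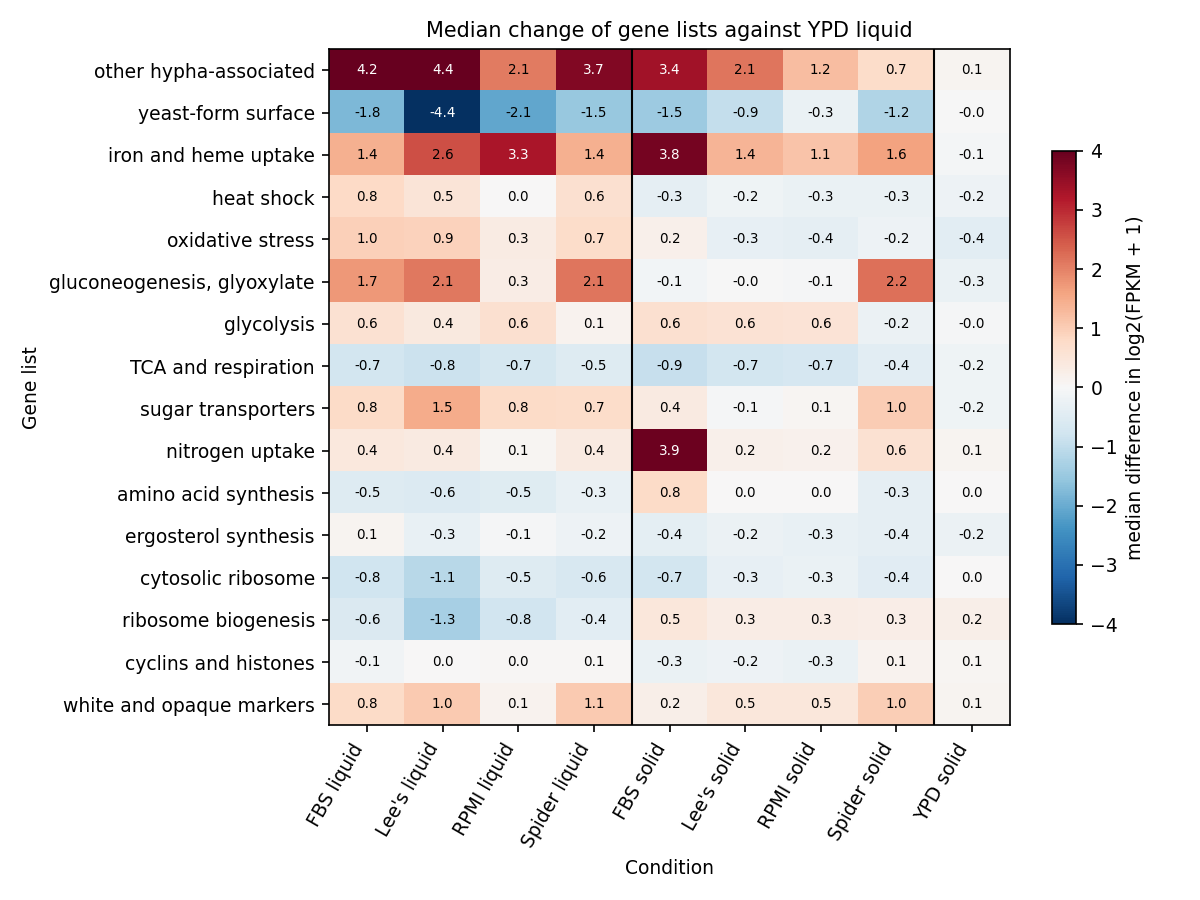
Median difference in log2(FPKM + 1) from YPD liquid for 16 gene lists, 1 line of cells per list and 1 column per condition, with liquid inducing media left of the first black line, solid inducing media between the lines and YPD solid medium on the right. The median of the ribosome biogenesis genes lies between -1.34 and -0.42 in the liquid media and between 0.26 and 0.46 on the solid inducing media.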

The combined data strongly supports our hypothesis that physical stimuli drive different patterns of response in *C. albicans* cells induced to form hyphae.

**Figure 5:**
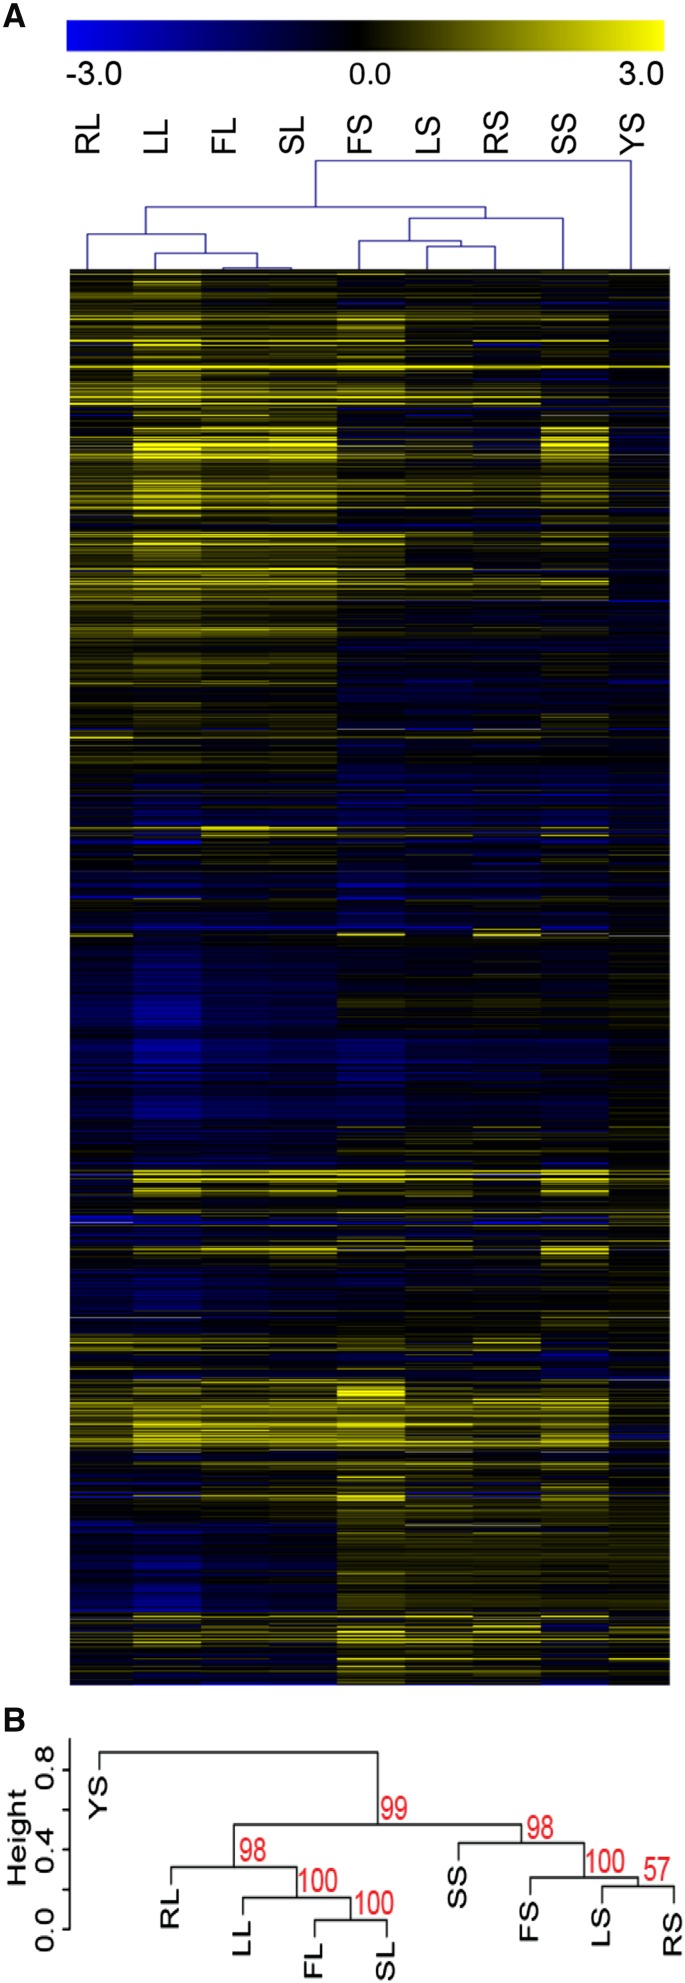
Clustering analysis of gene expression data shows a liquid/solid divide in gene expression. Hierarchical clustering was used to compare the expression of genes in distinct filamentation and control conditions. (A). Clustering revealed related gene regulation between conditions, as shown by the tree at the top of the heatmap. Gene expression was log_2_ transformed prior to clustering. Full details of the expression study are in Table S4. (B). A dendrogram of the hierarchical expression clustering. Approximately unbiased (AU) P-values for each cluster are shown in red.

### A conserved filamentation response

Based on the clustering analysis, we identified three core filamentation responses: genes differentially regulated in all filamentation conditions, in all solid conditions, or in all liquid conditions (Figure 6 and Table S5). In total, 2327 genes were upregulated or downregulated twofold or more in at least one condition, representing almost 40% of the *C. albicans* genome. However, only 129 genes were upregulated and 15 genes were downregulated in all filamentation conditions (Figure 6A). 

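Of the 149 genes upregulated at least 2-fold in all 8 inducing conditions, 20 were also upregulated in YPD solid medium. *CFL11*, which encodes a ferric reductase-like protein, rose 60.3-fold to 494-fold, and the adhesin-like gene *C1_13100W* 41.8-fold to 542-fold, with 18.9-fold in YPD solid medium. The 13 genes downregulated in all 8 conditions included *PHR2*, which encodes a cell wall transglycosidase used at acidic pH and stood at 0.0543 to 0.266 of its YPD liquid level. They also included the iron permease gene *FTR2*, at 0.168 to 0.397 of that level, the vacuolar iron transporter gene *CCC1*, at 0.168 to 0.471, and the aconitase gene *ACO1*, at 0.159 to 0.487. In at least 1 inducing condition 2299 genes were called, 1495 of them upregulated and 938 downregulated, some in both directions. All 129 genes that Table S5 lists as upregulated in all conditions were among the 149, and 11 of the 15 that it lists as downregulated were among the 13. The count of upregulated genes depends on the threshold: it was 316 at 1.5-fold, 29 at 4-fold, 98 with 1 FPKM added to every value and 89 with a minimum of 10 FPKM.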

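*HWP1*, at 762835 to 764739 on chromosome 4, had 2.73 FPKM in YPD liquid and 86.0 to 4954 FPKM in the inducing conditions. *RBT5*, a gene for a heme-binding cell wall protein at 19713 to 20438 on the same chromosome, had 12.3 FPKM in YPD liquid and 464 to 11105 FPKM in the inducing conditions. The 9 cell wall and membrane genes *HWP1*, *RBT5*, *HYR1*, *RBT1*, *IHD1*, *PHR1*, *PGA7*, *PGA13* and *SAP10* were upregulated in all 8 conditions; the study chose them on these samples, so this count is not independent evidence of their direction. By limma 4 of the 9 were higher in liquid than on solid media, with *HYR1* at a log2 difference of -3.29 (adjusted p = 0.0347). The adhesin gene *ALS3* rose 5.68-fold in Spider solid medium and 40.3-fold to 178-fold in the other conditions, and it too belongs to a family of similar sequences. The 4 alcohol dehydrogenase genes *ADH1*, *ADH2*, *ADH5* and *C6_04410C* rose at least 2.21-fold everywhere, and *ADH2* reached 211-fold in Lee's liquid medium. Among the transcription factor genes, *TRY6* rose 79.7-fold in FBS solid, 65.1-fold in RPMI solid, 16.4-fold in Spider solid and 4.51-fold in Lee's solid medium and 2.54-fold to 6.23-fold in the 4 liquid media, while *BRG1* rose 7.17-fold to 32.4-fold and was also 3.31-fold up in YPD solid medium. With 1 FPKM added, no transcription factor gene that the study names exceeded a log2 fold of 5.28 in FBS solid, 4.99 in RPMI solid or 3.07 in Spider solid medium. The *TRY6* folds in these 3 media are smaller on that setting. The 10 genes of iron uptake and use *ALS3*, *CFL2*, *CFL11*, *FET34*, *FRE9*, *FRP1*, *FRP2*, *FTH1*, *RBT5* and *SIT1* rose in every inducing condition; the study chose these on the same samples too, and of the 23 genes in a wider iron uptake list, which holds 9 of these 10, 10 were upregulated in all 8. The siderophore transporter gene *SIT1* rose 40.4-fold in FBS solid medium and 3.35-fold to 9.39-fold in the other conditions.

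**Figure D2:**
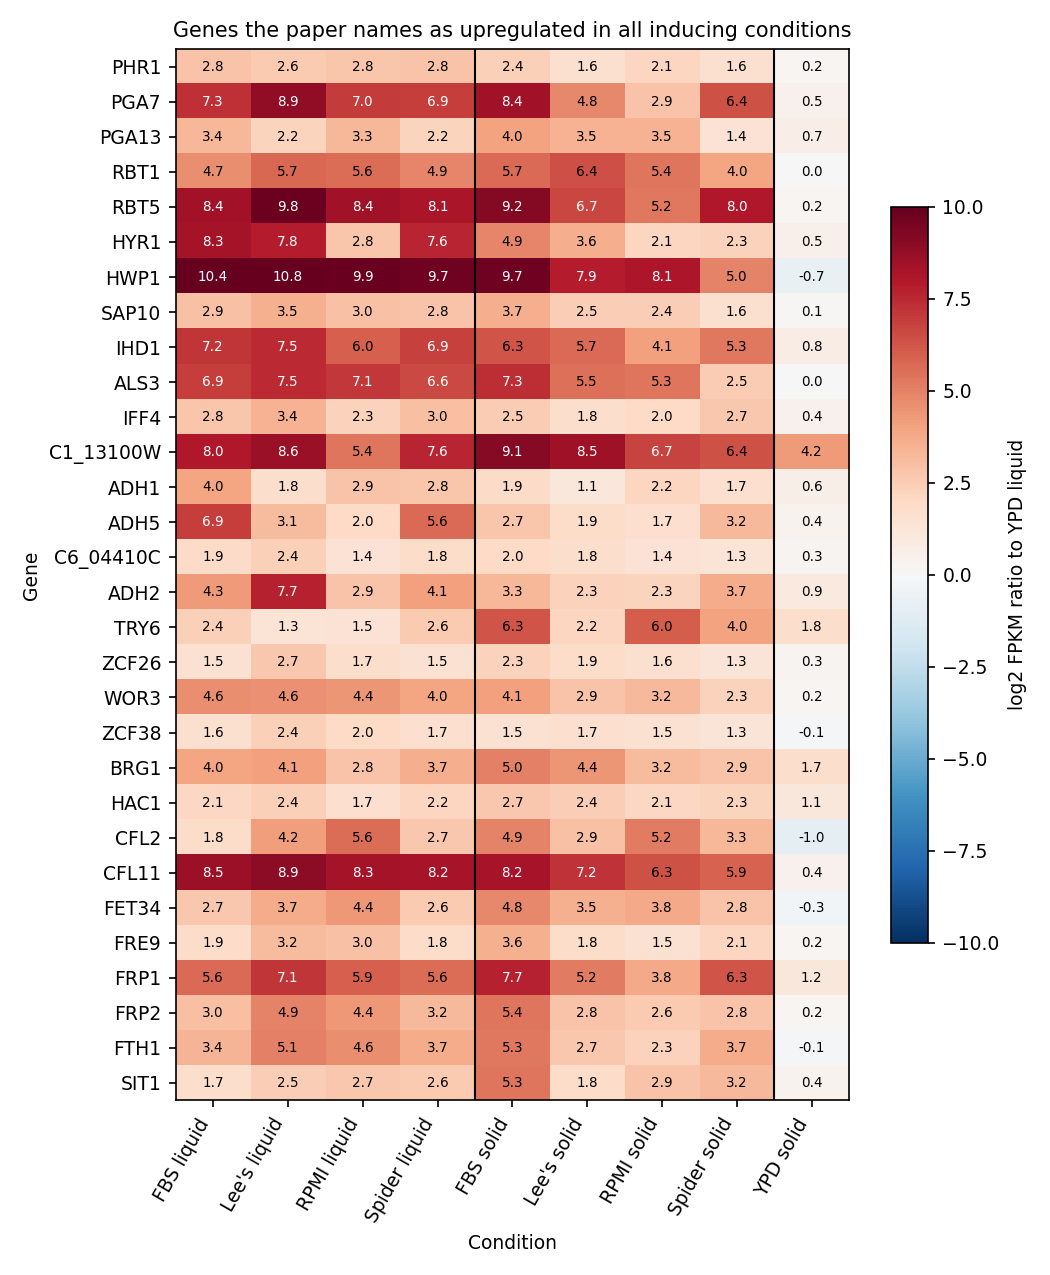
Log2 FPKM ratio to YPD liquid for 30 genes that the study names as upregulated in all inducing conditions, 1 line of cells per gene and 1 column per condition, with liquid inducing media left of the first black line, solid inducing media between the lines and YPD solid medium on the right. All 30 genes are above 1 on the log2 scale in the 8 inducing conditions, and *HWP1* has the highest value, 10.82 in Lee's liquid medium.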

Genes encoding cell wall/membrane proteins (*PHR1*, *PGA7*, *PGA13*, *RBT1*, *RBT5*, *HYR1*, *HWP1*, *SAP10*, *IHD1*), adhesins (*ALS3*, *IFF4*, *C1_13100W*), alcohol dehydrogenases (*ADH1*, *ADH5*, *C6_04410C*, *ADH2*), transcription factors (*TRY6*, *ZCF26*, *WOR3*, *ZCF38*, *BRG1*, *HAC1*), and iron uptake and utilization genes (*ALS3*, *CFL2*, *CFL11*, *FET34*, *FRE9*, *FRP1*, *FRP2*, *FTH1*, *RBT5*, *SIT1*) were among the genes upregulated in common between conditions.

**Figure 6:**
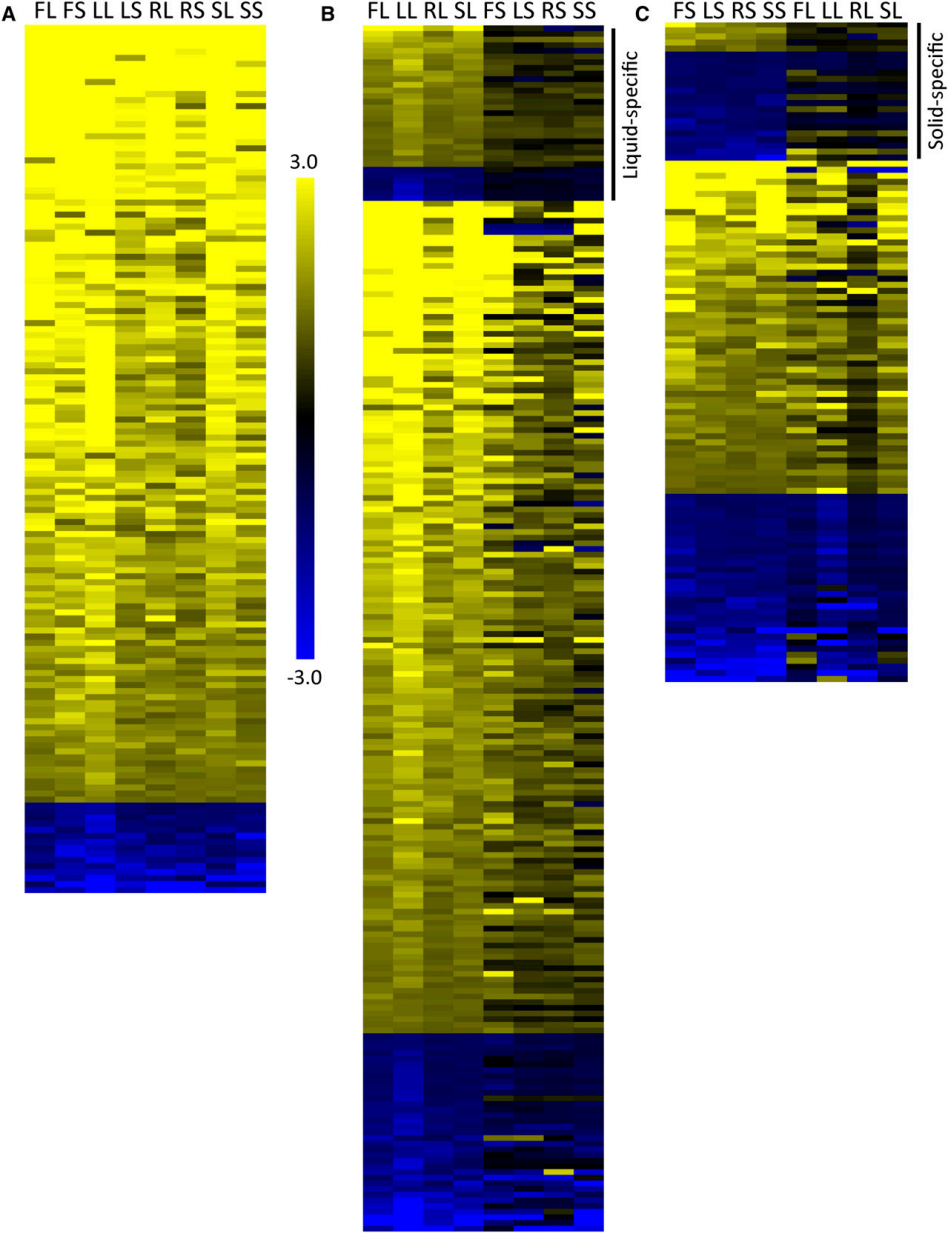
Gene expression analysis in filamentous conditions identifies three patterns of gene expression. Gene expression was measured by RNAseq analysis in each inducing and noninducing condition in triplicate with the YPD liquid used as the normalizing condition. The heat maps represent the average expression of genes in each condition, using the same labels shown in Figure 1. Expression in each condition was normalized by comparing FPKM values for each gene to the FPKM value of that gene in YPD liquid conditions. All data shown have been log_2_ transformed. (A) One hundred forty-four genes showed similar regulation patterns, with 129 genes upregulated and 15 genes downregulated, across all conditions. (B) Three hundred fifty-seven genes showed similar regulation patterns across all liquid conditions. The genes shown are those with liquid-specific profiles, indicated by the bar on the right, and genes with similar expression patterns in at least one solid condition. (C) Two hundred fifty-three genes showed similar regulation patterns across all solid conditions. The genes shown are those with solid-specific profiles, indicated by the bar on the right, and genes with similar expression patterns in at least one liquid condition. The genes similarly regulated in all conditions were not included in B and C. Gene identifications and expression levels are shown in Table S5. Data for the full set can be found in Table S2.

It is difficult to compare assays between research groups due to the variation in experimental conditions, controls used, and times tested. Our controls were at a lower temperature, and it is possible that some of the genes differentially regulated in common between the inducing conditions were regulated in response to growth at 37° rather than filamentation. However, a number of the genes upregulated in all conditions in this study have been shown by others to be upregulated in certain filamentation conditions. Notably, *ALS3*, *HWP1*, *RBT1*, *IHD1*, and *DCK1*, identified as part of the core filamentation response to three distinct liquid filamentation conditions at 3 hr of induction by Martin *et al.* 2013 were also upregulated in all filamentation conditions in our assay. 

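All 5 genes were upregulated in each of the 8 inducing conditions and none was called in YPD solid medium. *IHD1* rose at least 16.8-fold and *RBT1*, a gene for a cell wall protein, at least 15.5-fold. *DCK1*, which encodes a guanine nucleotide exchange factor at 847533 to 853277 on chromosome 2, changed least of the 5, from 2.92-fold in RPMI solid medium to 6.42-fold in FBS solid medium. *ALS3*, at 1532277 to 1535744 on chromosome R, had 12.6 FPKM in YPD liquid, 71.6 FPKM in Spider solid medium and 508 to 2249 FPKM in the other inducing conditions. Between the states, *HWP1* and *IHD1* were higher in liquid media by limma, with log2 differences of -2.55 (adjusted p = 0.0454) and -1.54 (adjusted p = 0.0185). *ALS3* did not pass that test, with a log2 difference of -1.82 (limma, adjusted p = 0.104).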

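*ECE1*, which encodes the precursor of the peptide toxin candidalysin and lies at 726514 to 727329 on chromosome 4, rose 38.5-fold in Spider solid medium to 1804-fold in FBS liquid medium over 7 of the inducing conditions. In Lee's liquid medium it is listed at 0 FPKM, against 7.79 FPKM in YPD liquid, so no fold is given there. The cell wall glucosidase gene *SUN41* was upregulated in 2 conditions, at 2.02-fold in FBS liquid and 2.29-fold in Lee's liquid medium, and stood at 1.02-fold to 1.96-fold in the other 6. The glucose transporter gene *HGT2* was upregulated in 4 conditions, from 2.92-fold in Spider solid medium to 9.42-fold in Lee's liquid medium. *HWP1* and *ALS3* did not share the value at 0, and each had its highest FPKM of all 10 conditions in Lee's liquid medium. Only 3 of the 6238 loci are listed at 0 in 1 condition and at 1 FPKM or more in the other 9.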

Three genes from the Martin *et al.* set, however, were not present in our set: *ECE1* was highly upregulated in all of our filamentation conditions with the exception of liquid Lee’s media while *SUN41* and *HGT2* were only upregulated in a few conditions. Some of the variation we observe between our study and the Martin *et al.* study may be due to differences in our control conditions and others may have arisen due to the distinct media tested in our assays.

### Unique filamentation response profiles in liquid and solid conditions

In addition to the conserved filamentation response, we also identified unique responses to liquid and solid conditions. 

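*HWP1* rose at least 849-fold and *RBT5* at least 281-fold in liquid, and *SAP5* rose 19.7-fold to 293-fold. *HWP1*, *RBT5* and *SAP5* belong to the core response and rose at least 2-fold on all 4 solid inducing media as well. The maltase gene *MAL2* rose 11.0-fold to 194-fold in liquid and 4.11-fold to 37.7-fold on solid media, and the sugar transporter gene *HGT6* 10.9-fold to 65.9-fold in liquid, while it stood at 1.39-fold to 18.3-fold on solid media. In all, 378 genes were upregulated and 38 downregulated in all 4 liquid inducing media, the 149 and 13 genes of the core response included. The downregulated count was 54 with median-centred folds and 60 on the scale of Table S4, a setting chosen after the data were seen.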

Three hundred and one genes were upregulated and 56 genes downregulated in all liquid conditions. Of these differentially regulated genes, 50 show expression patterns that are completely unique to liquid conditions (not showing similar regulation in *any* solid condition) (Table S5). 

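The liquid-only genes with the largest mean folds were *HSP21*, *C7_00350C*, *C3_06860C*, *PGA10* and *GCA1*. *PGA10*, a gene for a heme-binding surface protein, rose 208-fold in FBS liquid medium and 2.53-fold to 5.55-fold in the other 3 liquid media, and it stood at 1.07-fold to 1.92-fold on the solid inducing media. *GCA1*, a gene for an extracellular glucoamylase, rose 11.9-fold in FBS liquid and 2.58-fold to 3.67-fold in the other 3. Of the genes downregulated in liquid only, *FGR50* fell to between 0.199 and 0.492 of its YPD liquid level and stood at 0.909 to 1.06 of it on the solid inducing media. There were 50 genes upregulated and 8 downregulated in all 4 liquid and in none of the 4 solid inducing media. The median fold of the 50 was 2.68, 86% of their folds lay between 2 and 4, and 30 of the 50 have no name beyond their systematic identifier. Of the genes that Table S5 lists as specific to liquid media, 26 of 34 upregulated and 6 of 16 downregulated genes were among them. The counts depend on the threshold and scale: 136 and 86 genes at 1.5-fold, 8 and 0 at 4-fold, and 33 and 16 on the scale of Table S4, a setting chosen after the data were seen.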

Many of the liquid-unique genes are not well described, and their expression levels are generally 2-4-fold upregulated within most conditions. There are two exceptions. *HSP21*, which encodes a small heat shock protein that is important for filamentation, virulence, and neutrophil resistance (Mayer *et al.* 2012), is upregulated 2.5-fold to 367-fold (average 119-fold) among the distinct liquid filamentation conditions tested. 

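*HSP21* lies at 838065 to 838634 on chromosome 2 and had 2.04 FPKM in YPD liquid. It rose 399-fold in FBS liquid medium, 91.7-fold in Spider liquid, 26.5-fold in Lee's liquid and 2.70-fold in RPMI liquid, a mean of 130-fold. On the 4 solid inducing media it stood at 0.814-fold to 1.57-fold, or 1.66 to 3.21 FPKM, and in YPD solid medium at 1.07-fold. Its log2 difference between solid and liquid inducing media was -4.66 (limma, adjusted p = 0.0349), the largest decrease among the genes called in that test and lower in all 4 media.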

*C7_00350C*, encoding a protein of unknown function, is upregulated 4.5–17.5-fold in the same conditions.

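*C7_00350C* lies at 56058 to 57377 on chromosome 7 and had 22.8 FPKM in YPD liquid. It rose 19.1-fold in FBS liquid medium, 17.1-fold in Spider liquid, 15.2-fold in Lee's liquid and 4.93-fold in RPMI liquid. On solid inducing media it had 9.68 to 33.0 FPKM, which was 0.424-fold to 1.44-fold, and it was called downregulated in RPMI solid medium. The log2 difference between solid and liquid inducing media was -3.83 (limma, adjusted p = 0.0185).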

There was less coordination in genes upregulated in all solid conditions. 

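The phosphate transporter gene *PHO89* rose 11.1-fold to 265-fold on the 4 solid inducing media and 4.06-fold to 34.2-fold in the 4 liquid ones, with a log2 difference of 2.43 (limma, adjusted p = 0.0188). *SRR1*, a gene for a response regulator, rose 8.58-fold to 12.6-fold on solid inducing media and 11.5-fold in YPD solid medium, against 1.48-fold to 4.12-fold in liquid inducing media (limma, adjusted p = 0.0185 for the difference between the states). That difference turned to -1.54 on the log2 scale once the difference between YPD solid and YPD liquid was subtracted (limma, adjusted p = 0.0390). In all, 216 genes were upregulated and 55 downregulated on all 4 solid inducing media, the 149 and 13 genes of the core response included. The upregulated count was 143 with 1 FPKM added to every value, and the downregulated count was 14 against YPD solid medium.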

One hundred eighty-nine genes were upregulated and 64 genes were downregulated in all solid conditions. 

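*MET6*, a gene for methionine synthase, rose 2.21-fold to 4.47-fold on the 4 solid inducing media and stood at 0.858-fold to 1.23-fold in the 4 liquid ones. The phosphatase gene *PTC8* rose 2.95-fold to 3.93-fold on solid inducing media and 2.79-fold in YPD solid medium. Among genes downregulated on solid media only, *PDR16*, a gene for a phosphatidylinositol transfer protein, fell to between 0.311 and 0.486 of its YPD liquid level and to 0.385 of it in YPD solid medium. *C2_05060C* fell to between 0.255 and 0.413 on solid inducing media and was upregulated 2.02-fold to 5.89-fold in the 4 liquid ones. Only on solid inducing media, 8 genes were upregulated and 11 downregulated in all 4. In YPD solid medium 2 of the 8 were also upregulated and 10 of the 11 also downregulated, and 4 and 0 genes met the rule when each state was set against the YPD of its own state. Of these, 5 of the 8 and all 11 are also listed as specific to solid media in Table S5. On the scale of Table S4, a setting chosen after the data were seen, the downregulated count was 18, all of them listed there.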

Few genes, however, were uniquely-specific to solid conditions, with five genes upregulated and 18 genes downregulated only in solid conditions (Table S5). One interesting gene upregulated in only solid conditions was the transcription factor *CUP9*. This transcription factor negatively regulates Sok1, which, in liquid conditions at least, is important for the degradation of Nrg1, a negative regulator of filamentation (Lu *et al.* 2014). The upregulation was not high, between two- and fourfold, but could suggest a distinct role for *CUP9* in cells grown in solid filamentation conditions. 

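*CUP9* lies at 449870 to 450904 on chromosome 7. It had 164 FPKM in YPD liquid and rose 3.50-fold in FBS solid medium, 4.24-fold in Lee's solid, 2.97-fold in RPMI solid and 2.57-fold in Spider solid medium. It rose 4.08-fold in YPD solid medium as well, which is a noninducing condition. In liquid it stood at 1.32-fold in FBS, 1.43-fold in Lee's and 1.96-fold in Spider medium, and just under 0.500-fold in RPMI medium, where it was called downregulated. The log2 difference between solid and liquid inducing media was 1.48 (limma, adjusted p = 0.0359). *SOK1* was called in no inducing condition, at 0.824-fold to 1.61-fold, and *NRG1* was called downregulated in 2, at 0.282-fold in Lee's liquid and 0.393-fold in RPMI liquid medium.

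**Figure D3:**
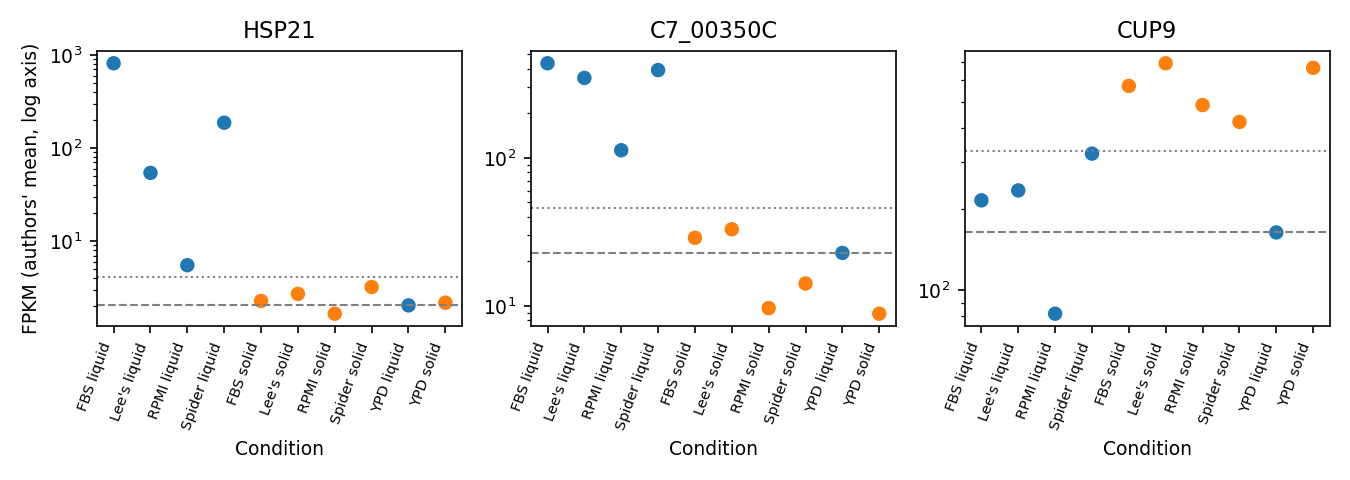
FPKM on a log axis for *HSP21*, *C7_00350C* and *CUP9*, 1 point per condition as the average the authors deposited, with liquid conditions in blue and solid conditions in orange. The dashed line marks the YPD liquid level and the dotted line 2 times that level; *HSP21* lies at 5.51 FPKM or more in the liquid inducing media and at 3.21 FPKM or less on the solid ones, and *CUP9* has 668 FPKM in YPD solid medium.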

Overall, our data suggest that there is a core change in gene expression during filamentation that is independent of induction conditions, and that there are distinct responses that are specific to the physical state of the inducing media (Table S5).

### Gene upregulation does not correlate with phenotypic defects

Studies have shown that upregulation of genes in environmental conditions is not predictive of the phenotype of strains bearing mutations in those genes in the same environmental conditions, although this is a common prediction (Winzeler and Davis 1997; Giaever *et al.* 2002). Observations in *C. albicans* filamentous cells suggest that upregulation of genes in single-condition assays is also not predictive of phenotype (Banerjee *et al.* 2008; Martin *et al.* 2011), and we wanted to determine whether this held true in our assay as well. We extracted the expression data for genes that were mutated in each of the 124 mutant strains tested for filamentation defects. We first looked at genes from the 129 genes that were heavily upregulated in all conditions. This included *CFL11*, *CIP1*, *BRG1*, *C4_00080C*, *PHR1*, and *DCK1*, which were also tested in our phenotypic screen. From this set of six genes, only *PHR1* showed significant filamentation defects across most inducing conditions (Table 4). 

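*PHR1*, a gene for a cell wall transglycosidase at 970514 to 972160 on chromosome 4, had 287 FPKM in YPD liquid and rose 2.98-fold to 7.21-fold in the inducing conditions. Its mutant scored 2.5 or below in 7 of the 8 conditions by the paper's scores in Table S2. *BRG1*, a biofilm and filamentation regulator, rose more than *PHR1* in all 8 conditions, and its mutant scored 2.5 or below in 4. The mutants of *CFL11* and *DCK1* did so in 2 conditions each and that of *C4_00080C* in 1. *CIP1* was upregulated in 7 conditions, from 2.11-fold in RPMI solid medium to 118-fold in Lee's liquid medium, and stood at 1.81-fold in Lee's solid medium. It was above the 2-fold threshold in all 8 when each state was set against the YPD of its own state.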

When we compare the set of genes showing upregulation in a particular condition and the phenotype of the coordinate mutant strain, the percentage of genes with both upregulation and a severe filamentation defect hovers ∼30% for all assays tested with the exception of Lee’s media (Figure 7, dark bars). 

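In Lee's liquid medium 17 of the 124 mutated genes were upregulated, and 13 of these 17 mutants (76.5%, with a 95% exact Clopper-Pearson interval of 50.1% to 93.2%) scored 2.5 or below. In Lee's solid medium the share was 3 of 8 genes (37.5%, 8.52% to 75.5%). In the other conditions it ran from 2 of 11 genes in Spider solid medium (18.2%, 2.28% to 51.8%) to 4 of 11 in FBS solid medium (36.4%, 10.9% to 69.2%). FBS liquid medium gave 4 of 16 genes, RPMI liquid 3 of 15, Spider liquid 3 of 16 and RPMI solid 2 of 10. *BRG1* and *PHR1* contributed to several of these counts, since both were upregulated everywhere. With 8 to 17 upregulated genes per condition, these intervals are wide.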

The majority of mutant strains exhibiting filamentation defects in each condition, with the exception of Lee’s media, show no coordinate gene upregulation in a wild-type strain. 

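Mutants with a score of 2.5 or below made up 62.1% of the 124 strains in both Lee's media and 21.8% to 36.3% in the other inducing conditions. Of the 77 strains with such a score in Lee's liquid medium, 13 carried a mutation in a gene upregulated there (16.9%), and in the other conditions this share lay between 3.9% in Lee's solid and 14.8% in FBS liquid medium. Upregulated genes had more defective mutants than other genes in FBS liquid, FBS solid and Lee's liquid media, with odds ratios of 1.23, 1.39 and 2.18, and fewer in the other 5 conditions, with odds ratios of 0.341 to 0.629. None of these differences passed Fisher's exact test (two-sided, adjusted p = 0.758 in each of the 8 conditions, Benjamini-Hochberg). The number of upregulated genes limits how small a difference could be detected. On plates, expression was measured after 3 h but the paper scored colonies days later. The paper also chose the 124 strains for earlier filamentation defects on solid Spider medium, so they are not an unselected set.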

The percentage of mutant strains with defects in a particular condition showing coordinate upregulation of that gene in the same condition largely mirrors the percentage of tested strains showing defects in each condition (Figure 7, light bars), suggesting that overlap of gene function and expression may simply be due to chance. These data support prior observations that overall expression levels are poor predictors of gene importance in particular processes.

**Table 4:** Low filamentation scores do not correlate with gene upregulation

Condition*^a^*	FL		FS		LL		LS		RL		RS		SL		SS	
Gene	exp	fil	exp	fil	exp	fil	exp	fil	exp	fil	exp	fil	exp	fil	exp	fil
PHR1	2.73	2.50	2.28	0.00	2.43	1.83	1.51	0.83	2.70	2.17	2.08	0.00	2.70	2.50	1.52	3.17
BRG1	3.85	1.83	4.94	2.00	3.95	0.67	4.36	0.00	2.74	2.67	3.14	4.00	3.55	2.83	2.74	2.67
DCK1	2.31	3.83	2.60	3.67	2.06	2.50	2.32	4.00	1.62	3.67	1.49	4.00	2.29	4.00	1.56	0.83
C4_00080C	3.12	4.00	2.20	3.17	4.65	1.00	2.30	4.00	2.61	3.33	1.87	3.83	2.88	4.00	2.67	3.00
CFL11	8.40	3.83	8.16	3.83	8.78	1.17	7.18	2.33	8.20	4.00	6.27	4.00	8.10	4.00	5.80	4.00

a Condition name follows the convention used throughout the paper. exp, gene expression (log_2_); fil, filamentation score for strain bearing a mutation in the indicated gene. Filamentation scores of 2.5 and below are highlighted in gray.

**Figure 7:**
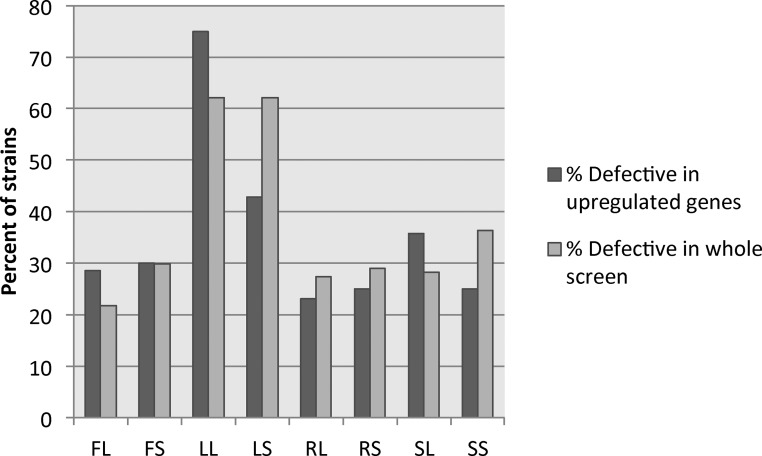
Gene upregulation is not linked to phenotypic defects in coordinate conditions. The expression of genes represented in the mutant collection were compared to the mutant phenotype of the respective deletion strain in each condition. For each condition, the number of strains with a severe phenotypic defect and upregulation of the respective gene were compared to the total number of strains exhibiting a defect in that condition to calculate the percentage defective in upregulated genes (dark gray bars). This is compared to the percentage of strains showing a phenotypic defect in each condition (light gray bars).

## Discussion

Our work has shown that single-media assays are not reliable indicators of filamentation phenotypes across a broad spectrum of conditions. Our data suggest, instead, that distinct conditions have moderately overlapping genetic requirements for filamentation, and the majority of these genetic requirements are condition-specific. This leads to a question of why *C. albicans* has such distinct genetic requirements for, and transcriptional responses to, filamentation in distinct conditions. One possibility is that distinct stress responses converged onto the same phenotypic solution, filamentation. When cells are starved of nutrients, morphogenesis from yeast cells to filamentous cells allows *C. albicans* to forage distal locations from the mother cell in a rapid fashion. When *C. albicans* is ingested by a phagocytic cell, the morphological change from yeast to filamentous form allows the fungus to physically escape the larger phagocytic cell (Lorenz *et al.* 2004). And coordinate with changes in physical shape, filamentation also changes the suite of molecules presented on the surface of the cell, which allows *C. albicans* to evade the immune system, scour nutrients from host cells, and adhere tightly to cell surfaces. Differences in the genetic requirements for filamentation may exist because these responses may have not yet coalesced into a single filamentation pathway.

Another possible reason *C. albicans* has divergent responses to the filamentation induction condition is that distinct programs of filamentation would allow *C. albicans* to tailor its response to specific environmental signals. *C. albicans* resides in a wide variety of niches within the human body with very distinct environmental conditions. Filamentous cells in these niches may have unique characteristics that allow them to survive in that environment. This could explain the unique transcriptomes present in each condition, but still leaves the question of why distinct genetic requirements for filamentation in each condition exist and whether these genes are involved in initiation or maintenance of filamentation in these conditions.

At the outset of our experiments, we hypothesized that genetic requirements for filamentation and transcriptional responses to filamentation would be similar in liquid and solid versions of media with the same components. Our data, however, strongly suggest that filamentation programs are distinct in solid and liquid media, both in the genetic requirements for filamentation and in the transcriptional response to filamentation. Based on these observations, we hypothesize that *C. albicans* must differentiate between filamentation in a free-floating state and on surfaces in the gastrointestinal and genitourinary tracts of the human body and that its ability to respond appropriately to these distinct conditions is important for its survival *in vivo*. Thus, filamentation on solid surfaces *in vitro* might mimic filamentation on epithelial or endothelial surfaces within the body and perhaps within tissues as well, while filamentation in liquid media *in vitro* would mimic filamentation of *C. albicans* in bodily fluids or perhaps within phagocytic cells of the immune system. Our data suggest that we need to treat solid and liquid filamentation as two distinct phenotypes and that defects in each process will have different impacts on pathogenesis.

While there are large differences in the genetic requirements for filamentation between conditions, our data identified a number of core genes important for filamentation across conditions (Table 1). The role that most of these genes play in the initiation or maintenance of filamentation is currently not known, but the function these genes or their orthologs in related species play in other cellular processes may provide hints about their functions. Two genes from this core set of genes with broad roles in filamentation, *STT4* and *TSC11*, may contribute to filamentation via their roles in regulating the actin cytoskeleton. *Saccharomyces cerevisiae* orthologs of Stt4, a phosphatidylinositol 4-kinase, and Tsc11, a member of the TORC2 complex, act in pathways that activate the GTPase Rho1, which regulates the polarization of the actin cytoskeleton and the Pkc1 cell wall integrity pathway in *S. cerevisiae* (Schmidt *et al.* 1997; Levin 2005). Polarization of the actin cytoskeleton is required for the filament formation in *C. albicans* (Akashi *et al.* 1994) (Cali *et al.* 1998) and blocking polarization by either destabilizing actin can prevent expression of hyphal responsive genes (Wolyniak and Sundstrom 2007). It seems likely that these genes are playing similar roles in *C. albicans* and implicates other members of their signaling pathway (Stt4) or complex (Tsc11) in filamentation as well.

Cell wall structure is distinct between filamentous and yeast cells (Lowman *et al.* 2014), and four genes in the core filamentation set, *KRE5*, *PHR1*, *IRE1*, and *C4_04090C*, may play a role in the generation of distinct cell wall features. Both *KRE5*, which encodes a putative glucosyltransferase, and *PHR1*, which encodes a cell surface glycosidase, have roles in altering cell wall glucan composition (Skrzypek *et al.* 2017). Tangentially, *IRE1*, which encodes a protein kinase important for cell wall integrity that may be involved in the ER-related unfolded protein response (Blankenship *et al.* 2010), and *C4_04090C*, which encodes a putative ER chaperone important for glycoprotein folding (Skrzypek *et al.* 2017), may also be involved in either altering cell wall composition (C4_04090C) or responding to changes in the cell wall architecture (Ire1). The importance of these cell wall linked genes to filamentation across a broad spectrum of filamentation conditions suggests that cell wall changes are required for filamentation and blocking these changes by altering filament glucans or glycoproteins could inhibit filamentation, and thus pathogenesis, *in vivo*.

The identification of core genetic requirements, however, does not rule out the possibility that certain *in vitro* conditions have a predictive value for specific *in vivo* phenotypes. In our assays, RPMI solid media defects appear to correlate with competitive survival or virulence defects in murine tail vein injection models of infections. It is possible that filamentation phenotypes in other media can predict virulence at other infection sites, such as the oral or vaginal mucosa or in intra-abdominal infections. Identifying the unique genetic requirements for these responses could identify targeted approaches for treatment.

Our work has identified problems underlying reliance on single-model systems in the investigation of filamentation in the pathogenic fungus *C. albicans*. However, it also highlights the strength of comparing multiple models of the same process. We were able to identify core genetic requirements and gene expression profiles for filamentation only by looking at a suite of *in vitro* filamentation models. This approach also uncovered distinct programs of filamentation in solid and liquid media that were hidden, in part, by our reliance on liquid models of filamentation for expression profiling.

### Conclusions

Similar to investigators in most other organismal systems, the *C. albicans* field relies on *in vitro* models to study *in vivo* biological processes. Further, studies in *C. albicans*, like studies in other systems, utilize a variety of *in vitro* models to examine a single phenotype. We found very little overlap in the genetic requirements for filamentation among the model systems we tested, and transcriptional responses to those conditions also varied widely between models. This suggests that reliance on a single-model system for filamentation will generate both false-positive and false-negative results. It is only with a broad screen across multiple conditions that we can identify genes with filamentation roles conserved across conditions and identify transcriptional responses that are specific to the overall process of filamentation. Discrepancies between model systems are not confined to *C. albicans* filamentation. In many cases where discrepancy exists between results in different model systems, it is generally observed as a weakness of *in vitro* investigations (Haibe-Kains *et al.* 2013). In some cases, comparisons can be used to identify the *in vitro* models that best replicate *in vivo* conditions (Wilding and Bodmer 2014), although this appears to be rare. Rather than looking at the differences between model systems as a weakness, we suggest that comparative approaches can be used to increase the likelihood that the outcome of assays best reflect the core requirements for an *in vivo* phenotype. In addition, the identification of themes underlying differences in model systems, like the divergence between solid and liquid filamentation, can identify biological processes overlooked in single-model approaches.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300224/-/DC1.

# Supplementary material for: Filamentation Involves Two Overlapping, but Distinct, Programs of Filamentation in the Pathogenic Fungus Candida albicans
**Source:** G3 (Bethesda). 2017 Sep 25;7(11):3797–808. doi: 10.1534/g3.117.300224
**Supplement:** Supplementary file 3

## Slide 1

Lee’s solid
SC5314
SN250
1
2
7
12
1

## Slide 2

17
31
39
57
58
62
2

## Slide 3

73
93
103
111
120
129
3

## Slide 4

147
193
225
226
229
245
4

## Slide 5

253
263
265
271
274
275
5

## Slide 6

276
277
287
288
293
294
6

## Slide 7

299
307
324
333
360
370
7

## Slide 8

372
379
388
395
397
401
8

## Slide 9

404
415
473
493
504
508
9

## Slide 10

520
521
528
540
544
593
10

## Slide 11

643
655
658
660
664
665
11

## Slide 12

674
678
683
687
690
692
12

## Slide 13

706
724
726
728
733
746
13

## Slide 14

748
750
770
776
786
791
14

## Slide 15

795
796
805
808
809
812
15

## Slide 16

822
831
851
855
863
875
16

## Slide 17

881
882
903
918
938
941
17

## Slide 18

944
957
969
973
976
992
18

## Slide 19

1005
1018
1031
1032
1035
1039
19

## Slide 20

1054
1071
1072
1074
1076
1095
20

## Slide 21

1098
1108
1119
1128
1133
1139
21

## Slide 22

1147
1149
22

# Supplementary material for: Filamentation Involves Two Overlapping, but Distinct, Programs of Filamentation in the Pathogenic Fungus Candida albicans
**Source:** G3 (Bethesda). 2017 Sep 25;7(11):3797–808. doi: 10.1534/g3.117.300224
**Supplement:** Supplementary file 5

## Slide 1

RPMI solid
SC5314
SN250
1
2
7
12
1

## Slide 2

17
31
39
57
58
62
2

## Slide 3

73
93
103
111
120
129
3

## Slide 4

147
193
225
226
229
245
4

## Slide 5

253
263
265
271
274
275
5

## Slide 6

276
277
287
288
293
294
6

## Slide 7

299
307
324
333
360
370
7

## Slide 8

372
379
388
395
397
401
8

## Slide 9

404
415
473
493
504
508
9

## Slide 10

520
521
528
540
544
593
10

## Slide 11

643
655
658
660
664
665
11

## Slide 12

674
678
683
687
690
692
12

## Slide 13

706
724
726
728
733
746
13

## Slide 14

748
750
770
776
786
791
14

## Slide 15

795
796
805
808
809
812
15

## Slide 16

822
831
851
855
863
875
16

## Slide 17

881
882
903
918
938
941
17

## Slide 18

944
957
969
973
976
992
18

## Slide 19

1005
1018
1031
1032
1035
1039
19

## Slide 20

1054
1071
1072
1074
1076
1095
20

## Slide 21

1098
1108
1119
1128
1133
1139
21

## Slide 22

1147
1149
22

# Supplementary material for: Filamentation Involves Two Overlapping, but Distinct, Programs of Filamentation in the Pathogenic Fungus Candida albicans
**Source:** G3 (Bethesda). 2017 Sep 25;7(11):3797–808. doi: 10.1534/g3.117.300224
**Supplement:** Supplementary file 9

## Slide 1

YPD solid
SC5314
SN250
1
2
7
12
1

## Slide 2

17
31
39
57
58
62
2

## Slide 3

73
93
103
111
120
129
3

## Slide 4

147
193
225
226
229
245
4

## Slide 5

253
263
265
271
274
275
5

## Slide 6

276
277
287
288
293
294
6

## Slide 7

299
307
324
333
360
370
7

## Slide 8

372
379
388
395
397
401
8

## Slide 9

404
415
473
493
504
508
9

## Slide 10

520
521
528
540
544
593
10

## Slide 11

643
655
658
660
664
665
11

## Slide 12

674
678
683
687
690
692
12

## Slide 13

706
724
726
728
733
746
13

## Slide 14

748
750
770
776
786
791
14

## Slide 15

795
796
805
808
809
812
15

## Slide 16

822
831
851
855
863
875
16

## Slide 17

881
882
903
918
938
941
17

## Slide 18

944
957
969
973
976
992
18

## Slide 19

1005
1018
1031
1032
1035
1039
19

## Slide 20

1054
1071
1072
1074
1076
1095
20

## Slide 21

1098
1108
1119
1128
1133
1139
21

## Slide 22

1147
1149
22

How the deposited data were processed for this re-analysis (not part of the article)

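RNA from *C. albicans* was sequenced in 10 conditions with 3 libraries each, FBS, Lee's, RPMI and Spider media at 37° and YPD at 30°, each liquid and solid, after 3 h. The authors aligned reads of 100 bp to the 8 chromosomes with TopHat2 2.0, calculated FPKM with Cufflinks 2.2 and deposited 1 average FPKM per gene and condition; the submitters' processing notes also name bcl2fastq 1.8.4. The genome build is not named by version in the sources used here, and coordinates are those of the deposited files. The files hold 6238 loci, of which 157 are at 0 in all conditions, 18 span several genes and 2 have symbols turned into dates. Of all loci, 6031 carry an ORF identifier and 6053 match a RefSeq gene of assembly ASM18296v3 by coordinates. RefSeq was used for names and for the locus types behind the restriction to protein-coding loci. Depth ran from 15828113 to 46372180 reads per library by Table S1; without values per library the precision of single genes is unknown.

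From the deposited FPKM, the fold was the ratio to YPD liquid, and a gene was called at 2-fold or more with at least 1 FPKM in 1 of the pair and above 0 in both. The median log2 fold of all genes reached 0.13 in Lee's and Spider liquid media, and values set across conditions are relative to that shift. Genes called in all 8 inducing conditions, in all 4 of a state or in 1 state only were counted, and the overlap of upregulated genes was the shared genes divided by those in either list, tested by an exact permutation of the states. Conditions were clustered by 1 minus Pearson's r with complete linkage and 1000 bootstrap resamples of genes, since pvclust was not available. Solid and liquid inducing media were compared with limma on log2(FPKM + 1) with the medium as a block, which takes the 4 media as replicates, and gene lists with camera. The test crosses conditions that were scaled separately, so median-centred and quantile normalized values were tried too. In data simulated for this comparison, limma called 70% of genes changed by 1 on the log2 scale, 93% of those changed by 2 and 0.139% of unchanged genes. The simulated noise was independent between genes and took its spread from the same fit. The simulation held no scaling differences between conditions. These rates therefore need not hold for the deposited values. Mutant scores are the paper's, from Table S2, and were set beside the calls with Fisher's exact test.

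The main settings, 28 gene lists and most alternatives were fixed before the data were examined, though values in Tables 4, S4 and S5 had been seen. The genes named are those the paper names, the 10 most raised and 10 most lowered in all 8 conditions, the 10 highest and 10 lowest between the states, the 5 with the largest mean fold in each state-only group and direction, the 2 highest and 2 lowest of each list, the 3 most specific to each condition and the 5 highest and lowest in YPD solid medium; genes outside this rule were chosen after their values were seen. The lists cover the genes the paper names by group, hypha-associated, yeast-form, repressor, biofilm, *ALS*, heat shock, iron, glycolysis, gluconeogenesis, respiration, ergosterol, amino acid synthesis, nitrogen uptake, sugar transport, oxidative stress, cyclin and histone, pH, white and opaque, and ribosomal genes. Alternatives were pseudocounts of 0.1, 1 and 5 FPKM, no minimum or a minimum of 10 FPKM, 1.5-fold and 4-fold, other scalings, the YPD of the same state, each medium left out, other linkages and metrics, no block and other score thresholds. The copy of Table S4 held 1999 genes, so no overlap was taken from it beyond the scale of its folds. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.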

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

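The genes and lists here were picked by fixed rules, and no test of an explanation was chosen for them.

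*C2_05060C*, which has no name, was upregulated in all 4 liquid inducing media and downregulated on all 4 solid ones, with 127 to 369 FPKM and 16.0 to 25.9 FPKM against 62.6 FPKM in YPD liquid. Its log2 difference between solid and liquid inducing media was -3.30 (limma, adjusted p = 0.0185), lower on solid in 4 of 4 media, and in YPD solid medium it had 9.73 FPKM.

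In YPD solid medium, a noninducing control, 82 genes were upregulated and 91 downregulated against YPD liquid, with no replicates to test them. *C4_01340W* rose from 5.31 to 507 FPKM, *C1_10060C* from 0.941 to 38.0 FPKM and *C4_03340C* from 0.531 to 9.27 FPKM. *HGT12*, a gene of the glucose transporter family, fell from 3.00 to 0.177 FPKM, *C2_02080W* from 65.4 to 8.25 FPKM and *MFA1*, a mating pheromone gene, from 22.8 to 3.54 FPKM.

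In 4 of 32 groups of 4 media, 1 medium lay far from the other 3; chance alone gives about 1 in 20 such groups. The 8 genes of the earlier liquid filamentation core had a median log2 difference between solid and liquid of -0.26 in FBS, against -1.31 in Lee's, -1.33 in RPMI and -1.32 in Spider medium. These medians include the listed 0 FPKM of *ECE1* in Lee's liquid medium; without that gene, a setting chosen after the data were seen, they were -0.04, -1.81, -0.94 and -1.05, and FBS no longer lay far from the other 3. The median of the genes of the TCA cycle and respiratory chain was -0.47 in FBS, against 0.07 to 0.16 in the others. The median of cyclins and histones was 0.021 in Spider medium, against -0.25 to -0.23 in the others. FBS solid medium had 302 downregulated genes, against 163, 176 and 170 in Lee's, RPMI and Spider solid media.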

How the results depend on the processing

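The Table S4 scale and the restriction to protein-coding loci were chosen only after the results were seen; the other alternatives here were not. Of 1571 values under alternative settings, 1315 kept their direction and their side of the threshold or stayed close to the reported value, 147 moved, 92 no longer passed a threshold, 13 newly passed one and 4 reversed. Of 477 values of 53 core genes, 452 stayed close, 25 moved and none reversed. These values are mean folds, which the fold threshold and the minimum FPKM do not enter, and the rescalings shifted each condition by less than the 1.5-fold tolerance. The 452, and the 1315 that include them, therefore hold values that those settings could not move. Of 279 values of 20 genes that differed between the states, 194 kept their call and 81 lost it, 58 of them with 1 medium left out. The 32 odds ratios under alternatives had adjusted p-values of 0.351 or more and unadjusted ones of 0.0439 or more (Fisher's exact test). No paired analysis was possible because the deposited columns carry no replicates, except that limma pairs the states by medium, so leaving out a replicate, a replicate block, DESeq2, and a call by unadjusted p or by intervals were not run. Depth limits genes near 1 FPKM most, and its effect on single genes cannot be given without values per library.

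The counts depend on the fold threshold, and a gene can enter the groups of 1 state only at a higher threshold: 1 of the 8 upregulated in liquid only at 4-fold and 19 of the 136 at 1.5-fold were among the 50 at 2-fold. At 1.5-fold, upregulated and downregulated genes numbered 316 and 94 in all 8 inducing conditions, 799 and 302 in all 4 liquid media, 136 and 86 in liquid media only, 456 and 217 in all 4 solid media, 41 and 50 in solid media only, 2528 and 1914 in at least 1 inducing condition, with 4016 in either direction in at least 1 condition and 222 in liquid only. By condition they numbered 1401 and 718 in FBS liquid, 1790 and 1256 in Lee's liquid, 1031 and 771 in RPMI liquid, 1438 and 496 in Spider liquid, 1388 and 795 in FBS solid, 887 and 560 in Lee's solid, 764 and 576 in RPMI solid, 1040 and 513 in Spider solid, 211 and 343 in YPD solid. At 4-fold, they numbered 29 and 0 in all 8 inducing conditions, 107 and 2 in all 4 liquid media, 8 and 0 in liquid media only, 46 and 2 in all 4 solid media, 1 and 1 in solid media only, 648 and 133 in at least 1 inducing condition, with 757 in either direction in at least 1 condition and 8 in liquid only. By condition they numbered 302 and 17 in FBS liquid, 450 and 58 in Lee's liquid, 152 and 40 in RPMI liquid, 296 and 13 in Spider liquid, 316 and 34 in FBS solid, 133 and 29 in Lee's solid, 103 and 30 in RPMI solid, 209 and 39 in Spider solid, 21 and 17 in YPD solid.

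For the settings that follow, the cause was not tested unless it is stated. With 1 FPKM added to every value, 98 genes were upregulated in all 8 conditions, 143 in all 4 solid media, and 5 were downregulated in liquid only. With a minimum of 10 FPKM, which removes genes from the count, these were 89 upregulated in all 8 conditions and 128 in all 4 solid media, 295 upregulated in Lee's solid and 52 downregulated in YPD solid medium. With median-centred folds, 147 genes were downregulated in Spider liquid and 15 in liquid only. On the Table S4 scale, 226 genes were downregulated in FBS liquid, 140 in Spider liquid, 60 in all 4 liquid media, 16 in liquid only and 18 on solid media only, and 33 were upregulated in liquid only. Against the YPD of the same state, downregulated genes numbered 129 in FBS solid, 77 in Lee's solid, 90 in RPMI solid, 106 in Spider solid, 7 in all 8 conditions, 14 in liquid only, 14 in all 4 solid media and 0 on solid media only, and 4 were upregulated on solid media only.

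The excess of overlap within a state was 7.52 percentage points at 4-fold (exact permutation test, p = 0.0857), 10.4 on the Table S4 scale, 10.2 against the YPD of the same state and 10.7 with 1 FPKM added (exact permutation test, p = 0.0571 each); these splits leave out the pairing by medium. Both state clusters were found in 0.4% of the bootstrap resamples with average linkage, 0.6% against the YPD of the same state and 15.9% with gene-centred levels and no control. The correlation across genes between YPD and the inducing media was 0.454 by Spearman's rho.

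With each medium left out in turn, which shortens the list of conditions a gene must pass, upregulated genes numbered 157 to 225 in all inducing conditions, 385 to 616 in all liquid media, 55 to 102 in liquid only and 10 to 28 on solid media only. Downregulated genes numbered 14 to 23 in all inducing conditions, 537 to 906 in at least 1, 44 to 64 in all liquid media, 10 to 20 in liquid only and 11 to 31 on solid media only. Those unique to liquid in either direction numbered 65 to 113. By limma, 0 to 485 genes were higher on solid and 0 to 457 in liquid media, with 0 in both directions without FBS (2573 at an unadjusted p under 0.05) and without RPMI (1979). The correlation with YPD was 0.328 to 0.442.

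For gene lists, camera's adjusted p with 1 medium left out was 0.00839 to 0.126 for heat shock, 0.0136 to 0.0747 for oxidative stress, 0.0384 to 0.867 for iron uptake, 0.0261 to 0.305 for the cell wall genes, 0.0198 to 0.471 for ergosterol synthesis, 0.0415 to 0.471 for nitrogen uptake and 0.0216 to 0.172 for gluconeogenesis. Without the medium block it was 0.103 for heat shock, 0.112 for the hypha-associated genes and 0.118 for oxidative stress. It was 0.119 for heat shock with no minimum FPKM and 0.0375 for ergosterol synthesis with quantile normalization. With the YPD state difference subtracted, limma called 468 genes higher in liquid media, and camera's adjusted p was 0.0296 for cyclins and histones, 0.0436 for gluconeogenesis, 0.0315 for the alcohol dehydrogenases, 0.0500 for the adhesins, 0.0216 for the cell wall genes, 0.0353 for the pH response and 0.0296 for the genes of Table 4. The same subtraction turned the direction of 4 genes that differ between YPD solid and YPD liquid: the log2 difference became -0.44 for *C4_01340W*, 2.72 for *CR_06200C*, -0.94 for *CR_07740W* and -1.54 for *SRR1* (limma, adjusted p = 0.690, 0.0501, 0.0896 and 0.0390). All camera values above use the preset correlation; with an estimated correlation no list passed under any setting, and the lowest adjusted p was 0.654 with the YPD state difference subtracted, 0.706 with 1 medium left out, 0.838 without the medium block, 0.856 with no minimum FPKM and 0.745 with quantile normalization.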

Differences from the paper's values

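The Table S4 scale was chosen only after the results were seen, and the other alternatives were set before the data were examined. Of 99 values of the paper that were also computed here, 4 differed by more than 1.5 times. The paper's methods also name a P-value of 0.05, which cannot be computed from the deposited averages. The 28 overlaps of Table 3 differed from those here by at most 3.66 percentage points, and the 40 folds of Table 4 by at most 0.17 on the log2 scale.

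The paper reports 5 genes upregulated on solid media only, and 8 were found here. With 1 FPKM added, a minimum of 10 FPKM or the YPD of the same state as control, the counts of 7, 6 and 4 fell within 1.5 times the paper's. With 0.1 FPKM added, no minimum, 1.5-fold, 4-fold and median-centred folds, the counts of 9, 9, 41, 1 and 9 did not. The Table S4 scale, chosen after seeing the values, gave 7 and kept all 5 genes that the paper lists, dropping 0.

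The paper reports 18 genes downregulated on solid media only, and 11 were found here. Median-centred folds gave 15, within 1.5 times the paper's count. The counts of 8 with 1 FPKM added, 9 with 0.1 FPKM added, 11 with no minimum, 10 with a minimum of 10 FPKM, 50 at 1.5-fold, 1 at 4-fold and 0 against the YPD of the same state did not fall within it. The Table S4 scale, chosen after seeing the values, gave 18 and kept all 18 genes that the paper lists, dropping 0.

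The paper's Table S5 lists 16 genes downregulated in liquid media only, and 8 were found here. Median-centred folds gave 15 and the YPD of the same state gave 14, within 1.5 times the paper's count. The counts of 5 with 1 FPKM added, 7 with 0.1 FPKM added, 8 with no minimum, 7 with a minimum of 10 FPKM, 86 at 1.5-fold and 0 at 4-fold did not fall within it. The Table S4 scale, chosen after seeing the values, gave 16 and kept 15 of the 16 genes that the paper lists, dropping 1.

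For upregulated genes whose mutants were defective in Spider liquid medium, the paper shows about 36% in Figure 7, read by eye, and 18.8% was found here as the share of upregulated genes. With the defective strains as the denominator, which the legend of Figure 7 describes, the value here was 8.57%. A score of 3.0 or below as the threshold gave 25.0%, within 1.5 times that value. A score of 2.0 or below, 1.5-fold and the YPD of the same state gave 6.25%, 19.4% and 18.8%, which did not fall within it.

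The paper names *CIP1* among the genes upregulated in all conditions. Here it was upregulated in 7 of 8, at 1.81-fold in Lee's solid medium. It was upregulated in all 8 at 1.5-fold and against the YPD of the same state, where its lowest fold was 4.32, and in 7 on the Table S4 scale, where it was 1.73-fold in Lee's solid medium. The paper also states that most defective strains outside Lee's media lack upregulation of the mutated gene, with Lee's media as the exception. Here upregulated genes accounted for 16.9% of the defective strains in Lee's liquid and 3.90% in Lee's solid medium, so most lacked it in all 8 conditions.

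The paper names *CUP9* as upregulated on solid media only. Here it was upregulated in no liquid inducing medium, reached 4.24-fold in Lee's solid medium and was upregulated 4.08-fold in YPD solid medium, which is not an inducing condition.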

Other observations

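All tests of an explanation here were chosen only after the result was seen, apart from the test of a weaker form of the liquid response.

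Of 14 genes of nitrogen uptake, 12 were upregulated in FBS solid medium, with a median log2 fold of 3.91. The urea transporter gene *DUR3* had 222 FPKM against 0.894 in YPD liquid, the urea amidolyase gene *DUR1,2* 334 against 5.27, the ammonium permease gene *MEP1* 348 against 21.6, and 2 arginine synthesis genes, *ARG1* and *ARG4*, 942 against 6.49 and 285 against 18.3. *GAP2*, a gene for an amino acid permease, reached 351 FPKM in FBS solid and 251 FPKM in Lee's liquid medium against 1.70.

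Genes of gluconeogenesis and the glyoxylate cycle had median log2 folds of 1.72 in FBS liquid, 2.10 in Lee's liquid, 2.13 in Spider liquid and 2.20 in Spider solid medium, and of 0.30 or less in the other inducing conditions. *ICL1*, for isocitrate lyase, reached 874 FPKM in Lee's liquid medium. The thiamine synthesis gene *THI13* had 361 FPKM in Lee's solid medium, the zinc transporter gene *ZRT1* 71.1 FPKM in RPMI liquid and the glycerol synthesis gene *RHR2* 1710 FPKM in RPMI solid medium. Transporter genes higher on solid media included *SEO1*, *NUP* and *AGP3*, with log2 differences of 2.51, 2.50 and 2.00 (limma, adjusted p = 0.0258, 0.0258 and 0.0188).

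The difference between YPD solid and YPD liquid had the same sign as the state difference of the inducing media for 81.2% of the 820 genes higher on solid and 84.1% of the 1015 genes higher in liquid media, with 14 and 45 called the same way. Across 5957 genes, which are not independent replicates, r was 0.389 (bootstrap interval 0.339 to 0.438).

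The other gene lists gave these counts between the states by limma, with camera's adjusted p from its preset correlation. Of 73 cytosolic ribosomal protein genes, 2 were higher on solid and 1 in liquid media, with a median log2 difference of 0.30 (6.5e-07; 0.783 with an estimated correlation). Higher in liquid, with none higher on solid media, were 4 of the 8 genes that the paper quotes from an earlier core (0.187), with the listed 0 FPKM of *ECE1* in Lee's liquid medium included. So were 4 of the 9 cell wall genes (0.174), 1 of the 4 alcohol dehydrogenases (0.202), 1 of the 6 transcription factors (0.938), 1 of the 10 iron genes (0.857) and 2 of the 6 genes of Table 4 (0.240), these 5 groups chosen by the paper on these samples and not independent evidence of direction. So were 2 of 4 repressors of filamentation (0.374), 2 of 9 biofilm regulators (0.938), 2 of 23 iron uptake genes (0.938), 3 of 14 glycolysis genes (0.374), 1 of 11 gluconeogenesis genes (0.148), 1 of 22 TCA cycle and respiratory genes (0.898), 3 of 19 ergosterol genes (0.187), 3 of 8 pH-responsive genes (0.187) and 1 of 7 markers of white and opaque cells (0.938). No gene was called among the 3 adhesins (0.684), the 3 yeast-form surface genes (0.187), the 8 genes of the *ALS* family (0.219) and the 12 cyclins and histones (0.319), with 0 calls in either direction. Of 11 sugar transport genes 1 was higher on solid and 2 in liquid media (0.219), of the 5 genes the paper names for the states 1 and 2 (0.898), and of 14 nitrogen uptake genes 1 and 0 (0.174).

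*ECE1* is listed at 0 FPKM in Lee's liquid medium, where other hyphal genes were high. Of 22 hypha-associated genes, 6 were lower there than their median in the other 3 liquid media, which leaves low expression open, although it would have to lie below 0.0156 FPKM, the level of 1 read over the 3 libraries, against 7.79 in YPD liquid. An estimate that failed may be the source: all 22 zero values of the kind in the copy of Table S4 carry an error mark, 0 have a fold of exactly 0, and the 1 fold of exactly 0 in Table S5 is that of *ECE1*. A limit on reads per locus stays open, since only 1 locus, *C1_06470W*, has more expected reads in Lee's liquid medium than *ECE1* had in FBS liquid medium, by 1.24 times. The margin that this excess would have had to pass was set after the result was seen. Without a margin, this locus would have counted against such a limit. Low expression and a limit on reads cannot be told apart without the reads.

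Solid and liquid inducing media differed in 1835 genes. After the YPD difference was subtracted, 749 genes (40.8%) stayed called in the same direction. Of the 598 genes then called higher on solid and 468 in liquid media, 438 and 311 had been called before. The YPD difference has no replicates, so its error does not enter the test. An effect of the state or harvest that is larger in inducing media than in YPD would also leave genes called, so this test cannot exclude it. As for a weaker form of the liquid response, 31.6% of the genes had a smaller fold of the same sign on solid media, fewer than its prediction required. A larger fold was seen for 12.2% and the opposite sign for 56.2%. Signs were counted without a minimum size, so a response nearly absent on solid media can count as opposite, and a much weaker form stays open. Only 1 gene, *C2_05060C*, was upregulated in all 4 liquid and downregulated on all 4 solid media. Without the medium block, 1 of the 35 splits of the conditions, the real one, gave as many genes (1958, against at most 106 in the others), but these splits leave out the pairing by medium; with the block, 1 of 8 swaps gave 1835 and the highest other gave 0, and 8 swaps are too few for a share under 0.05. A response to the physical state in filamenting cells and an effect of the harvest both stay open, as cells on plates and in liquid were harvested differently.

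Nitrogen uptake genes were higher on solid than in liquid medium in FBS by a median log2 difference of 2.75. Agar as such is argued against, since the largest median in the other media was 0.30. A leaner FBS recipe on the plates may be the source: genes of amino acid synthesis also had their largest difference in FBS, 1.33, against 0.48, 0.30 and 0.16 in Lee's, RPMI and Spider media. Genes of gluconeogenesis and the glyoxylate cycle went the other way, with a median of -1.75 in FBS and -2.25 in Lee's medium, and were not part of this test. The methods list FBS both with dextrose and with YPD, and the sample labels name YPD for the liquid cultures. The paper says that agar was added for solid media and describes the components of liquid and solid media as largely identical. Which FBS recipe was used for the plates is not given in the sources used here. A response of the cells to serum on plates was not tested and stays open.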
